# Bap1/SMN axis in Dpp4^+^ skeletal muscle mesenchymal cells regulates the neuromuscular system

**DOI:** 10.1172/jci.insight.158380

**Published:** 2022-05-23

**Authors:** Ji-Hoon Kim, Jong-Seol Kang, Kyusang Yoo, Jinguk Jeong, Inkuk Park, Jong Ho Park, Joonwoo Rhee, Shin Jeon, Young-Woo Jo, Sang-Hyeon Hann, Minji Seo, Seungtae Moon, Soo-Jong Um, Rho Hyun Seong, Young-Yun Kong

**Keywords:** Cell Biology, Muscle Biology, Mouse models, Muscle, Neurodegeneration

## Abstract

The survival of motor neuron (SMN) protein is a major component of the pre-mRNA splicing machinery and is required for RNA metabolism. Although *SMN* has been considered a fundamental gene for the central nervous system, due to its relationship with neuromuscular diseases, such as spinal muscular atrophy, recent studies have also revealed the requirement of SMN in non-neuronal cells in the peripheral regions. Here, we report that the fibro-adipogenic progenitor subpopulation expressing Dpp4 (Dpp4^+^ FAPs) is required for the neuromuscular system. Furthermore, we also reveal that BRCA1-associated protein-1 (Bap1) is crucial for the stabilization of SMN in FAPs by preventing its ubiquitination-dependent degradation. Inactivation of *Bap1* in FAPs decreased SMN levels and accompanied degeneration of the neuromuscular junction, leading to loss of motor neurons and muscle atrophy. Overexpression of the ubiquitination-resistant SMN variant, *SMN^K186R^*, in *Bap1*-null FAPs completely prevented neuromuscular degeneration. In addition, transplantation of Dpp4^+^ FAPs, but not Dpp4^–^ FAPs, completely rescued neuromuscular defects. Our data reveal the crucial role of *Bap1*-mediated SMN stabilization in Dpp4^+^ FAPs for the neuromuscular system and provide the possibility of cell-based therapeutics to treat neuromuscular diseases.

## Introduction

Spinal muscular atrophy (SMA) is an autosomal-recessive neurodegenerative disease caused by mutations in the survival of motor neuron 1 (*SMN1*) gene (1). The primary clinical manifestation of this disease is the functional loss of lower motor neurons. Thus, SMA had been regarded as a motor neuron disease caused by insufficient SMN in motor neurons to retain their function and survival. However, motor neuron–specific SMN depletion is not as deleterious to motor neurons and motor function as ubiquitously depleting SMN (2). Conversely, selective SMN restoration in the central nervous system (CNS) and motor neuron–specific delivery of SMN show only partial rescue effects in SMA mouse models (3–6). In addition, peripheral restoration of SMN by an antisense oligonucleotide, which corrects *SMN2* splicing, was able to rescue motor function and motor neuron loss in SMA mouse models (7, 8). These results suggest an indispensable role of non-neuronal cells in the neuromuscular system. Recent studies reported SMN requirements in neuromuscular junction (NMJ) components, such as Schwann cells (9–11), and these results imply relations between insufficient SMN, NMJ defects, and SMA pathogenesis. Notwithstanding accumulating evidence, non-neuronal peripheral cells that require SMN to protect motor neurons from degeneration have not been fully identified.

SMN is ubiquitously expressed, but its expression level varies depending on the developmental stages or the types of tissue. For instance, there is a general decrease in SMN level during the postnatal growth period, while it remains higher in the central nervous tissues than in the peripheral tissues (12, 13). Furthermore, SMN protein levels do not linearly correlate with its transcript levels in many cases (13, 14), indicating distinct posttranscriptional regulatory mechanisms in different cell types. The ubiquitin-proteasome system (UPS) is the most studied posttranslational mechanism that regulates SMN levels, in which several E3 ubiquitin ligases (e.g., Mib1, Itch, UCHL1) and the deubiquitinase (DUB) Usp9x have been suggested (15–18). However, regulation of SMN by UPS was mostly studied in in vitro systems or *Caenorhabditis* *elegans* or *Drosophila* models, meaning that the direct relevance of UPS-dependent SMN regulation to SMA in mammalian tissues is not fully elucidated. Thus, investigating the posttranslational regulation of SMN in various mammalian tissues that are responsible for SMA is fundamental to understanding SMA pathogenesis.

Mesenchymal progenitor cells (MPCs) in skeletal muscle originate from the somatic lateral plate mesoderm and, after migrating into the limb buds (19, 20), give rise to the bone, cartilage, and connective tissues. During developmental myogenesis, odd-skipped related transcription factor 1–positive MPCs support muscle patterning by providing promyogenic niches (21). Some of the MPCs intermingle with muscle progenitor cells derived from the abaxial dermomyotome and become skeletal muscle interstitial mesenchymal cells residing between muscle fibers (20, 22). Skeletal muscle mesenchymal cells are also known as fibro-adipogenic progenitors (FAPs) because of their in vitro differentiation potential (23). During muscle and nerve injury, FAPs support muscle regeneration and sense denervation that leads to muscle atrophy, respectively (24–27). Previous research mainly focused on the role of FAPs in injured rather than homeostatic muscles. However, recent studies revealed the relevance of FAPs to diseases, such as muscular atrophy or sarcopenia, suggesting an essential role of FAPs in muscle homeostasis during adulthood (27–29). Furthermore, recent studies revealed that FAPs are a heterogeneous cell population, which consists of 2 subpopulations: FAP1 and FAP2 (30, 31). Although FAP1 and FAP2 show different gene expression characteristics, suggesting their distinct roles, the exact function of each subpopulation remains largely unknown.

BRCA1-associated protein-1 (*Bap1*), also known as ubiquitin carboxyl-terminal hydrolase 2, is a deubiquitinating enzyme. It plays a role in DNA damage, cell cycle, and tumorigenesis by regulating the stability of various substrates and the amount of ubiquitinated histone H2A (32–34). Since *Bap1*-knockout mice are early embryonic lethal (35), the physiological role of *Bap1* in postnatal development remains largely unknown. In this study, we aimed to investigate the physiological function of *Bap1* in MPCs in vivo by generating *Bap1*^fl/fl^ mice and inactivating the *Bap1* gene in MPCs, including FAPs. Our study revealed that Bap1 regulated SMN levels in FAPs and that the *Dpp4*^+^ FAP subpopulation had a crucial role in the neuromuscular system, distinct from the other FAP subpopulation. These results provided valuable insights into UPS-dependent regulation of SMN by Bap1 in FAPs, the physiological function of FAPs in muscle homeostasis, SMA pathogenesis, and treatment of SMA.

## Results

### Severe muscular atrophy in Bap1^ΔMPC^ mice.

To investigate the physiological function of Bap1 in MPCs of skeletal muscle, we generated *Bap1*^fl/fl^ mice (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.158380DS1) and inactivated the *Bap1* gene by crossing *Bap1*^fl/fl^ mice with *Prx1-Cre* transgenic mice (*Prx1-Cre* *Bap1*^fl/fl^, hereafter *Bap1*^ΔMPC^). *Bap1* was significantly disrupted in FAPs, the MPC-derived cells in skeletal muscle, but not in other cell populations, such as Schwann cells or muscle stem cells (Supplemental Figure 1, B–D). Since *Bap1* has been implicated in tumorigenesis (36), we monitored these mice for more than 18 months but found no sign of tumors in the MPC-derived tissues, including peritoneum (data not shown). Instead, *Bap1*^ΔMPC^ mice showed severely defective limb movements at 19 months of age (Supplemental Video 1). Furthermore, the masses of limb muscles were markedly decreased in *Bap1*^ΔMPC^ mice compared with those in control (*Bap1*^fl/fl^, hereafter *Bap1*^WT^) mice (Figure 1A). Histological analysis revealed drastic decreases in both cross-sectional area (CSA) and myofiber number in *Bap1*^ΔMPC^ mice (Figure 1, B–D), indicating severe muscle atrophy in *Bap1*^ΔMPC^ mice.

To determine the time point at which muscle atrophy occurs in *Bap1*^ΔMPC^ mice, we examined postnatal muscle development. Though no difference in body weight and muscle mass was observed until 1 week after birth, *Bap1*^ΔMPC^ mice showed progressively defective postnatal growth in both body weight and muscle mass normalized to body weight (Supplemental Figure 1, E and F). The TA muscle from 3-week-old *Bap1*^ΔMPC^ mice showed significantly decreased myofiber CSA compared with that of *Bap1*^WT^ mice (Figure 1, E and F). These results revealed that inactivation of *Bap1* in FAPs gives rise to severe muscular atrophy.

### Impaired motor functions in Bap1^ΔMPC^ mice.

With the muscular atrophy, *Bap1*^ΔMPC^ mice also showed apparent defects in motor functions, such as failed negative geotaxis, abnormal hind limb clasping, and immobility (Figure 2, A–D), which are predominant signs of neurological defects (37, 38). Since *Bap1*^ΔMPC^ mice had both muscular atrophy and motor functional defect phenotypes, we speculated that the neurological defect may have caused muscle atrophy or vice versa. To confirm these possibilities, we performed electromyography to measure the sciatic compound muscle action potential (CMAP), which represents the integrity of the NMJs in the lower hind limb muscles (Supplemental Figure 2A and ref. 39). We observed a decrease in amplitude and a delay in latency of CMAP in *Bap1*^ΔMPC^ mice at 1 week of age and beyond (Figure 2, E and F; and Supplemental Figure 2, B and C), which preceded the onset of muscular atrophy in *Bap1*^ΔMPC^ mice (Figure 1, E and F). Although CMAP amplitude could be affected by muscle atrophies, we construed the alteration of CMAP in our mouse model as a defective NMJ due to the absence of muscle atrophy at 1 week of age. Hence, we concluded that ablation of *Bap1* in FAPs results in NMJ dysfunction, which then leads to severe muscular atrophy in *Bap1*^ΔMPC^ mice.

### Defective neuromuscular junctions in Bap1^ΔMPC^ mice.

To investigate the cause of NMJ dysfunction in *Bap1*^ΔMPC^ mice, we examined the morphology of NMJs with rhodamine-conjugated α-bungarotoxin and anti-neurofilament antibodies to label acetylcholine receptor (AChR) and neurofilament, respectively. Intriguingly, swelling of axons in NMJs was frequently observed in 1-week-old *Bap1*^ΔMPC^ mice, while thin, elongated axons in NMJs were observed in 1-week-old *Bap1*^WT^ mice (Figure 2G). Since the defects of NMJs were observed at 1 week, when the NMJ maturation occurs, we investigated whether the switch of AChR subunits from embryonic-type γ (*Chrng*) to adult-type ε (*Chrne*) occurs during early postnatal development in *Bap1*^ΔMPC^ mice (40, 41). Expectedly, *Chrng* levels increased whereas *Chrne* levels decreased in 1-week-old *Bap1*^ΔMPC^ mice, compared with those in *Bap1*^WT^ mice (Figure 2H). Furthermore, nerve terminals showed degenerations, and NMJs were denervated in *Bap1*^ΔMPC^ mice by 3 weeks of age (Figure 2G). These results indicate that the loss of Bap1 in non-neuronal FAPs results in the failure of NMJ maturation in *Bap1*^ΔMPC^ mice.

To ascertain whether the defects in NMJs lead to motor neuron abnormalities, we examined axon size and myelination thickness of sciatic nerves. There was no difference between *Bap1*^WT^ and *Bap1*^ΔMPC^ mice in the axon size and the myelination thickness at 2 weeks of age. By 4 weeks of age, however, *Bap1*^ΔMPC^ mice showed a significant decrease in both features compared with *Bap1*^WT^ mice (Figure 3, A and B). Furthermore, we examined the cell body of motor neurons at the ventral horn of L5 spinal cord and observed that the number of motor neurons was markedly decreased in *Bap1*^ΔMPC^ mice at 8 weeks of age, but not at 3 weeks of age (Figure 3, C and D). Taken together, our observations revealed that the defective NMJ maturation accompanies not only muscle atrophy but also the progressive loss of motor neurons in *Bap1*^ΔMPC^ mice. Furthermore, these results implied that FAPs in skeletal muscles, targeted by Prx1-Cre in our *Bap1*^ΔMPC^ mice (Supplemental Figure 1, B–D), could play a critical role in the establishment of the neuromuscular system.

### Prevention of neuromuscular degeneration by FAPs.

FAPs are the only cell population derived from the somatic lateral plate mesoderm among cellular components in limb skeletal muscles (20, 42). For confirmation, we crossed the *Rosa-YFP* reporter mouse with the *Prx1-Cre* mouse (hereafter, *Prx1-Cre* *Rosa-YFP*) and observed that only FAPs were YFP positive (Supplemental Figure 3A). Thus, to investigate whether FAPs indeed play a critical role in the establishment of the neuromuscular system, we transplanted freshly isolated WT YFP^+^ FAPs from *Prx1-Cre* *Rosa-YFP* mice into hind limb muscles of 1.5-week-old *Bap1*^ΔMPC^ mice (Supplemental Figure 3B). Interestingly, 8 weeks after transplantation, FAP-transplanted *Bap1*^ΔMPC^ mice showed dramatically improved motor functions in tail suspension tests compared with PBS-treated *Bap1*^ΔMPC^ mice (Figure 4, A–C, and Supplemental Video 2). Moreover, the decreased amplitude and the delayed latency of CMAP were also completely improved up to the levels observed in *Bap1*^WT^ mice (Figure 4, D–F).

To investigate whether WT FAP transplantation can also rescue the defective NMJ maturation in *Bap1*^ΔMPC^ mice, we examined the structure of NMJs in *Bap1*^ΔMPC^ mice 8 weeks after WT FAP transplantation. PBS-treated *Bap1*^ΔMPC^ mice showed features of defective NMJs, such as fragmented AChR clusters and regressed neurofilaments. However, FAP-transplanted *Bap1*^ΔMPC^ mice had intact AChR clusters with multiperforated, pretzel-like structures, and the percentage of innervation was comparable to *Bap1*^WT^ mice (Figure 4, G and H). Moreover, while PBS-treated *Bap1*^ΔMPC^ mice also showed a significant decrease in motor neuron number in the ventral horn of L5 spinal cord, FAP-transplanted *Bap1*^ΔMPC^ mice had similar numbers of motor neurons with *Bap1*^WT^ mice (Figure 4, I and J). These results indicate that the transplantation of WT FAPs rescues defective NMJ maturation and prevents motor neuron loss in *Bap1*^ΔMPC^ mice.

Furthermore, histological analyses revealed a considerable increase in myofiber size by FAP transplantation (Figure 4, G and K, and Supplemental Figure 3C). These results showed that transplantation of FAPs completely prevented the degeneration of the neuromuscular system in *Bap1*^ΔMPC^ mice. Collectively, we concluded that non-neuronal FAPs play a critical role in the maturation of NMJ and the protection of muscular atrophy and motor neuron degeneration.

### Maintenance of the neuromuscular system by FAPs.

To investigate whether FAPs are also required for the maintenance of the neuromuscular system in adulthood, we isolated FAPs from *Bap1*^fl/fl^ mice crossed with *Rosa-CreER* transgenic mice (hereafter, *Rosa-CreER* *Bap1*^fl/fl^ FAPs; ref. 43) and transplanted them into 1.5-week-old *Bap1*^ΔMPC^ mice (Figure 5A). In this case, the transplanted cells are the only FAPs expressing *Bap1* in the mutant mouse. Then, we administered tamoxifen to disrupt the *Bap1* gene in the transplanted FAPs 8 weeks posttransplantation, when sufficient rescue effects were observed. Surprisingly, 3 weeks after tamoxifen administration, the cell-transplanted *Bap1*^ΔMPC^ mice showed abnormal hind limb clasping and immobility during tail suspension tests (Figure 5, B and C, and Supplemental Video 3). To investigate whether these motor function defects are due to failure of NMJ maintenance, we examined NMJs in TA muscles of cell-transplanted, tamoxifen-administered *Bap1*^ΔMPC^ mice. Consistent with the motor function defects, most NMJs were denervated at 3 weeks posttamoxifen administration, while innervation of NMJs was maintained in TA muscles of the vehicle-treated, cell-transplanted *Bap1*^ΔMPC^ mice (Figure 5, D and E). Moreover, 6 weeks after tamoxifen administration, NMJ denervation gave rise to the loss of motor neurons in L5 spinal cord (Figure 5, F and G) and decrease in CSA (Figure 5, H and I). Collectively, these results indicate that the non-neuronal FAPs are also required to maintain the neuromuscular system throughout life.

### Prevention of neuromuscular degeneration by Dpp4^+^-FAPs.

Single-cell RNA-sequencing (scRNA-Seq) experiments from previous studies revealed that the FAPs consist of 2 subpopulations: FAP1 and FAP2, expressing Cxcl14 and Dpp4 as their marker genes, respectively (30, 31, 44). Although gene expression profiles between FAP1 (hereafter, Cxcl14^+^ FAPs) and FAP2 (hereafter, Dpp4^+^ FAPs) suggested their distinctive roles in muscle physiology, the different functions of each subpopulation have not been investigated to our knowledge. Thus, to determine the FAP subpopulation implicated in neuromuscular function, we subjected FAPs from 3-week-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice to scRNA-Seq analysis, a time point when the neuromuscular phenotypes were apparent (Supplemental Figure 4A). As a result, unsupervised clustering of FAPs from *Bap1^WT^* versus *Bap1*^ΔMPC^ mice revealed apparent differences in their transcriptomic profiles (Figure 6, A and B, and Supplemental Figure 4B). Also, FAPs from both genotypes were readily divided into Dpp4^+^/Cxcl14^+^ FAPs by the expression of marker genes previously reported (Figure 6C and Supplemental Figure 4C). 

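The data consisted of 1 scRNA-Seq library of sorted FAPs for each genotype, deposited by the authors as UMI counts per gene and cell without normalization. With 1 library per genotype, no difference between the genotypes has a replicate check, and no p-value is given for any of them. The library labelled *Bap1* WT held 4103 cells and 51015705 UMIs, with a median of 12232 UMIs per cell. The library labelled *Bap1* ΔMPC held 4378 cells and 49540066 UMIs, with a median of 11017.5 UMIs per cell. The paper gives 5000 cells per genotype as the target. The methods state that reads were aligned with CellRanger and that cells were filtered for quality, doublets and non-FAPs in Seurat. In the deposited counts, every cell had between 1501 and 4998 detected genes and less than 5% mitochondrial UMIs. Scrublet called 4 of these 8481 cells as doublets, which were removed, leaving 4101 and 4376 cells. UMIs were summed over the cells of a group in each library and scaled to the total of the group (CPM), with exact Poisson 95% intervals that cover counting error only. *Bap1*, the gene deleted in *Bap1* ΔMPC mice, had 897 UMIs in the library labelled *Bap1* WT, or 17.6 CPM (interval 16.5 to 18.8), and 1072 UMIs in the library labelled *Bap1* ΔMPC, or 21.7 CPM (interval 20.4 to 23.0). *Bap1* counts were thus not lower in the library labelled *Bap1* ΔMPC. The counts per gene do not tell which exons a counted transcript held, so they neither show nor exclude the deletion, and every direction below is that of the libraries as labelled. *Xist* reached 791 CPM in the library labelled *Bap1* WT and 702 CPM in the library labelled *Bap1* ΔMPC, while the 4 Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 2 UMIs and 0 UMIs. *Ptprc*, which encodes the sort marker CD45, had no UMI in either library. The methods state that cells high in markers of other cell types were removed, so this value does not measure the purity of the sort. *Vcam1*, whose protein the sort selected against, had 37.6 CPM in the library labelled *Bap1* WT and 20.5 CPM in the library labelled *Bap1* ΔMPC. *Pecam1* had 2.22 and 4.85 CPM.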

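The separation of the libraries was measured as the share of each cell's 20 nearest neighbors that came from its own library, in the space of 8 principal components of 5000 variable genes. The share averaged 90.6% over 8477 cells, against 50.0% if the libraries were fully mixed. It was 90.5% among the 4101 cells of the library labelled *Bap1* WT and 90.6% among the 4376 cells of the library labelled *Bap1* ΔMPC. Among Dpp4-like cells, as named from marker genes, the share was 86.0%, and among Cxcl14-like cells it was 96.3%. The alternative that moved the overall share most was the use of 50 neighbors, with 89.5%. Each genotype was a single library, so a difference between genotypes and a difference between libraries give the same separation.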

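The merged cells fell into 10 clusters, which were formed without the 20 genes of Figure 6C and then named from 10 of them. The clusters named Dpp4-like held 1005 of 4101 cells in the library labelled *Bap1* WT, a share of 24.5% (exact binomial 95% interval 23.2% to 25.9%, counting error only), and 1387 of 4376 cells in the library labelled *Bap1* ΔMPC, a share of 31.7% (interval 30.3% to 33.1%). The clusters named Cxcl14-like held 802 cells (19.6%) and 600 cells (13.7%). A further 54.8% and 51.6% of cells lay in clusters with fewer than 3 of the 5 Cxcl14-like naming markers raised and stayed unnamed, and the rest were cycling cells. These shares depended on the naming: with each cell named by its own markers, 38.6% and 43.9% of cells were Dpp4-like and 61.4% and 56.1% Cxcl14-like. The order of the libraries in their Cxcl14-like share also depended on the clustering, with 21.3% and 26.5% when the Figure 6C genes were kept. The other 10 genes of Figure 6C took no part in clustering or naming, but the paper shows them for these same cells, so they are not evidence from other cells. All 10 were higher in the subpopulation the paper assigns them to, in both libraries. *Efemp1* had 654 CPM in Dpp4-like and 55.7 CPM in Cxcl14-like cells of the library labelled *Bap1* WT, and 738 and 116 CPM in those of the library labelled *Bap1* ΔMPC. *Sparcl1* had 30.4 CPM in Dpp4-like and 607 CPM in Cxcl14-like cells of the first library, and 14.1 and 87.2 CPM in those of the second. The smallest of the 20 ratios were those of *Lum* at 2.20-fold and *Ifi27l2a* at 2.28-fold, both in the library labelled *Bap1* ΔMPC.

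**Figure D1:**
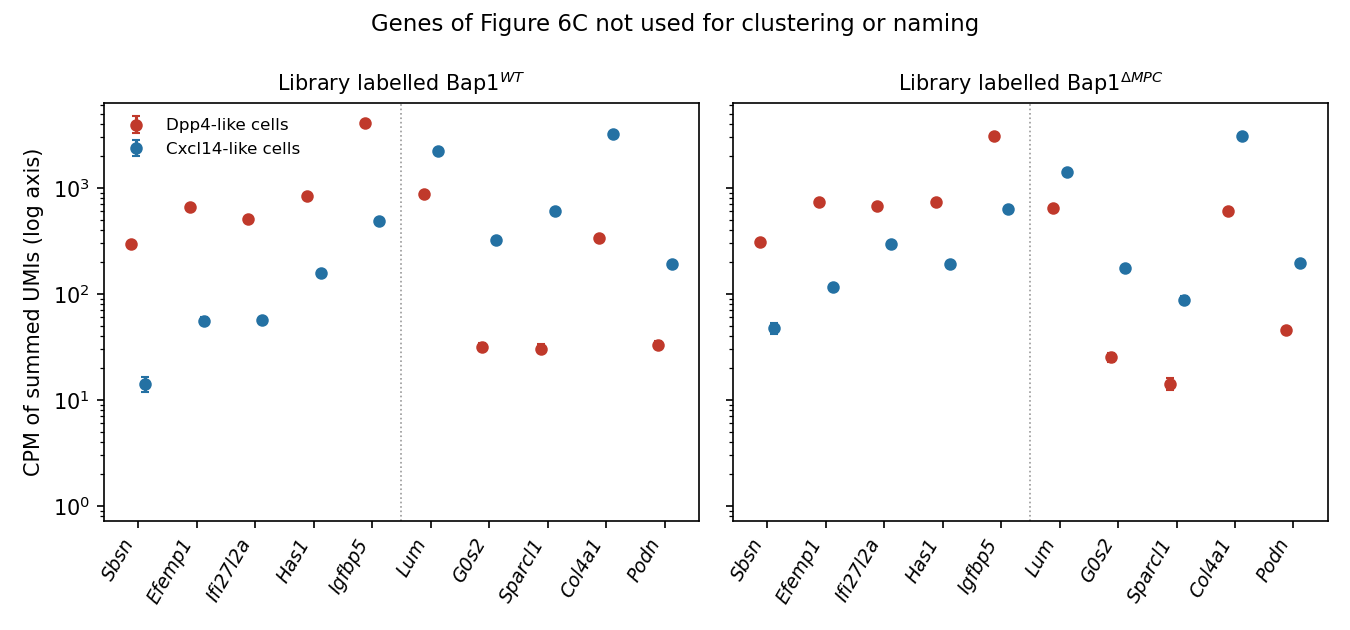
CPM of summed UMIs on a log axis for the 10 genes of Figure 6C not used for clustering or naming, in Dpp4-like (red) and Cxcl14-like (blue) cells of each library. Bars are exact Poisson 95% intervals, and the 5 genes left of the dotted line were higher in Dpp4-like cells and the 5 right of it in Cxcl14-like cells.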

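Dpp4-like and Cxcl14-like cells of each library made 4 groups of cells. A gene was counted for a group when its CPM there was over 3 times its CPM in each of the other groups. Of 12244 genes with enough UMIs, 242 met this rule by size, without a test. Of these, 40 were highest in Dpp4-like cells of the library labelled *Bap1* WT, 28 in Dpp4-like cells of the library labelled *Bap1* ΔMPC, 102 in Cxcl14-like cells of the first library and 72 in Cxcl14-like cells of the second. The clusters were formed from variable genes, which favors such genes, and 40 of the 242 genes had not been used for clustering. When only genes with 100 or more UMIs were counted, 146 genes met the rule.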

The 4 clusters of cells also showed unique expression of signature genes, further suggesting their distinct effects on muscle physiology (Supplemental Figure 4, D and E, and Supplemental Figure 5A). To infer the physiological relevance of *Bap1* ablation in each subpopulation, we identified differentially expressed genes (DEGs) in each subpopulation (Supplemental Figure 5B) and subjected them to gene ontology (GO) enrichment analysis. 

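Genes were compared between the libraries within each subpopulation by the ratio of their CPM, with the fold change of 3 given in the methods but without a test, since a p-value from cells would treat cells as replicates. Genes entered with an average normalized expression over 0.01 in all cells, which 12380 genes had, and with 20 or more UMIs in the subpopulation. In Dpp4-like cells, 387 of 11978 genes differed over 3-fold, 210 of them higher and 177 lower in the library labelled *Bap1* ΔMPC. In Cxcl14-like cells, 524 of 11713 genes did, 231 higher and 293 lower. Counting noise alone would put 5.33 and 10.4 genes past this size. Among genes with 100 or more UMIs, the counts were 185 and 216. Of the 11543 genes eligible in both subpopulations, 154 differed over 3-fold in the same direction in both and 1 in opposite directions. Across these genes, which are not independent replicates, the log2 ratios of the subpopulations had a Pearson r of 0.62 and a Spearman rho of 0.55. Among the 5 largest ratios of each direction with 100 or more UMIs, *Pcsk2* was higher in the library labelled *Bap1* ΔMPC, with a log2 ratio of 5.29 (interval 4.36 to 6.43) in Dpp4-like cells, as were *Acss1* at 4.54 and *Rps6kl1* at 4.21. *Chl1* had the largest fall in Dpp4-like cells, with a log2 ratio of -3.90 (interval -4.69 to -3.21), followed by *Cldn10* at -3.86, *Sema3a* at -3.74, *Lgi1* at -3.24 and *Ccdc42* at -2.78. In Cxcl14-like cells, *Car3* had a log2 ratio of 4.32 (interval 3.35 to 5.48) and *C3* one of 3.98. *Clec1a* fell most there, at -5.08 (interval -6.30 to -4.09), followed by *Hmcn1* at -3.70, *Wisp1* at -3.63, *Serp2* at -3.63 and *Fmo2* at -3.60. *Krt7* and *Plet1* in Dpp4-like cells and *Rtl4*, *Pcsk2* and *Wnt4* in Cxcl14-like cells also had ratios among the 5 largest, but they are among the 10 leading genes of clusters that hold those cells, and their values there are left out for that reason.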

Surprisingly, *Bap1* ablation resulted in transcriptomic changes related to neurological functions specifically in Dpp4^+^ FAPs but not in Cxcl14^+^ FAPs (Figure 6D), implying that Dpp4^+^ FAPs are responsible for neuromuscular function. 

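The GO annotation behind Figure 6D was not used here. A list of 214 genes of neuronal differentiation, projection and signaling, compiled by hand, was measured instead. Its median absolute log2 ratio between the libraries was 0.74 over 152 genes in Dpp4-like cells and 0.70 over 143 genes in Cxcl14-like cells. Each median was above those of all 10000 random lists of the same size matched on mean expression, whose own medians were 0.27 and 0.29. In Dpp4-like cells, 24 of the list's genes differed over 3-fold, and in Cxcl14-like cells 28 did. These were 15.8% and 19.6% of the list, against 3.23% and 4.47% of all eligible genes of each subpopulation. Among the 138 genes of the list eligible in both subpopulations, 10 differed over 3-fold in the same direction in both, 10 in Dpp4-like cells alone and 17 in Cxcl14-like cells alone. In the library labelled *Bap1* ΔMPC, 213 of 1387 Dpp4-like and 25 of 600 Cxcl14-like cells lay in clusters made mostly of *Bap1* WT cells. Such cells may lower the ratios of Dpp4-like cells more, and the list was not measured without them. The difference between the subpopulations was not tested. *Chl1* and *Sema3a* had the largest ratios of the list in Dpp4-like cells. *Chl1* had no UMI in Cxcl14-like cells of either library, and *Sema3a* had 12 and 5 UMIs there, too few to compare. The next largest were those of *Map2* at 3.07, *Gfra1* at 2.99 and *Sdc3* at 2.70 in Dpp4-like cells, against 2.60, 1.74 and 1.30 in Cxcl14-like cells. The union of the Reactome sets Axon guidance and Neuronal System moved the medians most, to 0.34 over 310 genes (above all matched lists) and 0.32 over 296 genes (percentile 99.8). Taken alone, Axon guidance was at percentile 100 in Dpp4-like and 82.1 in Cxcl14-like cells, with 16 of 216 and 24 of 208 genes over 3-fold, and Neuronal System at percentiles 90.1 and 99.95, with 12 of 111 and 12 of 105. The signed median of Axon guidance was at percentiles 100 and 99.72, toward the upper end in both subpopulations. Lists for ossification, cell adhesion and extracellular matrix were also above all matched lists in both subpopulations, with medians of 0.52, 0.53 and 0.53 in Dpp4-like and 0.58, 0.55 and 0.55 in Cxcl14-like cells. From the GO terms enriched among its DEGs of each subpopulation (Figure 6D), the paper concludes that the changes related to neurological functions are specific to Dpp4+ FAPs and proposes that these cells are responsible for neuromuscular function.

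**Figure D2:**
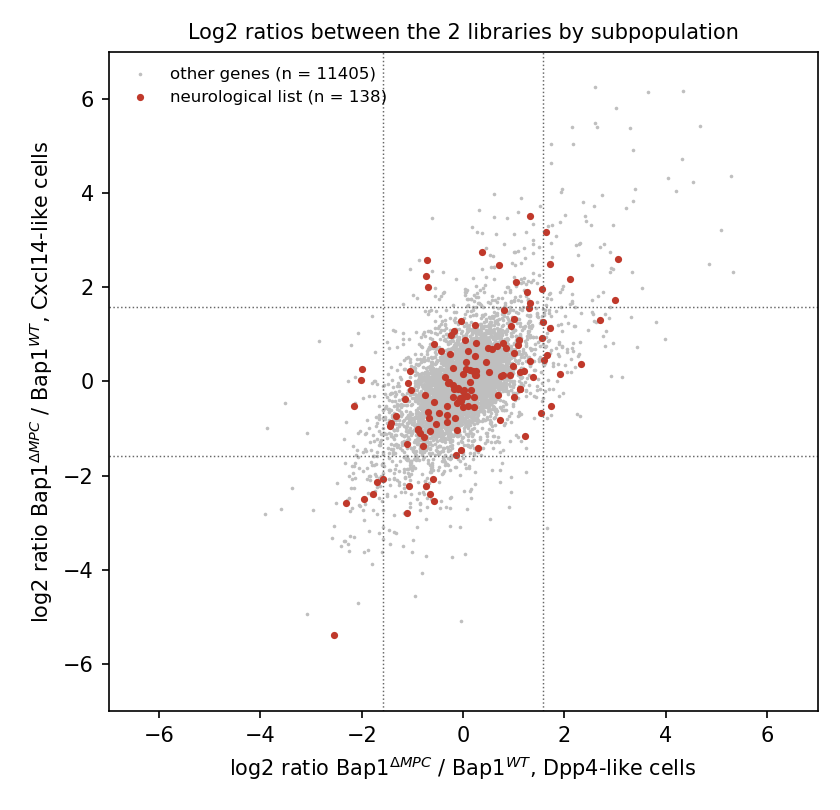
Log2 ratios of the library labelled *Bap1* ΔMPC over the library labelled *Bap1* WT in Dpp4-like cells (horizontal) and Cxcl14-like cells (vertical), each point a gene eligible in both, with 138 genes of the neurological list in red and 11405 other genes in gray. Dotted lines mark 3-fold, and red points lie beyond them along both axes.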

To verify this possibility, we isolated Dpp4^+^ and Dpp4^–^ FAPs by FACS from 4-week-old tdTomato reporter mice and transplanted them into *Bap1*^ΔMPC^ mice (Figure 6E and Supplemental Figure 6A). RNA expressions of marker genes in the FACS-sorted cells confirmed a clear separation of Dpp4^+^ FAPs from Dpp4^–^ (Cxcl14^+^) FAPs (Supplemental Figure 5, C and D). Intriguingly, Dpp4^+^ FAPs, but not Dpp4^–^ FAPs, were able to rescue the neuromuscular defects in *Bap1*^ΔMPC^ mice (Figure 6, F–H; Supplemental Figure 6, B–H; and Supplemental Video 4), showing that Dpp4^+^ FAPs are the bona fide FAP subpopulation required for the establishment and maintenance of the neuromuscular system.

### Deubiquitination of SMN by Bap1.

To gain insight into the mechanism by which Bap1 regulates the function of FAPs, we performed RNA-Seq analysis using freshly isolated FAPs from hind limb skeletal muscles of 1.5-week-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. Interestingly, *Bap1*^ΔMPC^ FAPs showed decreased expressions of genes categorized into RNA processing by GO enrichment analysis, compared with *Bap1*^WT^ FAPs (Supplemental Figure 7, A–D). The defective RNA processing and ribonucleoprotein complex biogenesis, together with the motor function defects, are representative phenotypes of SMA, a neuromuscular disease caused by insufficient SMN protein level (12, 45–47). Thus, we anticipated the alteration of SMN in *Bap1*^ΔMPC^ FAPs and compared SMN levels in FAPs from *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. Indeed, the protein level of SMN was drastically decreased in *Bap1*^ΔMPC^ FAPs compared with *Bap1*^WT^ FAPs, while there was no difference in mRNA level (Figure 7, A and B). Furthermore, in line with the reduced SMN protein level, we observed a decrease in levels of small nuclear RNAs (snRNAs) in *Bap1*^ΔMPC^ FAPs as has been reported in SMA mice (48, 49) (Supplemental Figure 7E). These results indicate that Bap1 posttranscriptionally regulates SMN levels and thus affects the function of SMN in FAPs.

To test the direct interaction between Bap1 and SMN, we performed endogenous reciprocal immunoprecipitation experiments using freshly isolated FAPs and revealed that Bap1 directly binds SMN in FAPs (Figure 7C). Semi-endogenous co-immunoprecipitation of SMN with intact or truncated Bap1 revealed that the ubiquitin C-terminal hydrolase domain of Bap1 is essential for the binding of Bap1 to SMN (Supplemental Figure 7F). Next, we investigated the ubiquitination state of SMN depending on Bap1, since Bap1 is known as a deubiquitinating enzyme and UPS is the most common pathway of posttranscriptional modifications. Notably, overexpression of Bap1 reversed the ubiquitination of SMN (Figure 7D), and this result indicated that Bap1 could regulate SMN levels by acting as a deubiquitinating enzyme. To further confirm the deubiquitinating function of Bap1 on SMN, we performed a loss-of-function experiment by introducing a nonfunctional mutation in the catalytic domain of Bap1 (*Bap1*^C91S^; ref. 33). While Bap1 could prevent the accumulation of ubiquitinated SMN in the UPS-inhibited cells, *Bap1*^C91S^ was unable to deubiquitinate SMN (Figure 7E). These results revealed the deubiquitinating function of Bap1 on SMN. Taken together, we concluded that Bap1 directly binds SMN and prevents SMN degradation by posttranslational deubiquitination of SMN.

Since a lysine residue is one of the predominant targets for ubiquitination, we examined which of the lysine residues in SMN is critical for its ubiquitin-dependent degradation by introducing a non-lysine mutation on phylogenetically conserved lysine residues (Supplemental Figure 8A). We found that substitution of the lysine residue at the 186th amino acid to arginine (K186R) substantially prevented ubiquitination of SMN (Figure 7F). This implies that the K186 residue of SMN might be responsible for the ubiquitin-dependent degradation. To investigate the stability of ubiquitination-resistant SMN (SMN^K186R^) in Bap1-null FAPs, we transduced *Rosa-CreER* *Bap1*^fl/fl^ FAPs with lentiviruses delivering either SMN^WT^ or SMN^K186R^, then treated with 4-hydroxytamoxifen (4-OHT) to ablate *Bap1* in these cells (Supplemental Figure 8B). Efficient transductions were confirmed by the in vitro expression of tdTomato, encoded in viral vector (Supplemental Figure 8C), and the ablation of *Bap1* was confirmed by examining genomic DNA recombination, mRNA expression, and protein levels (Supplemental Figure 8, D–F). Although Bap1 was significantly decreased after 4-OHT treatment, mRNA level of *SMN* was unaltered (Supplemental Figure 8G). In the presence of MG132, both SMN^WT^ and SMN^K186R^ remained comparable in both WT and *Bap1*-null FAPs. However, SMN^WT^ showed an apparent decrease in *Bap1*-null FAPs compared with WT FAPs, whereas the amount of SMN^K186R^ remained relatively stable in the absence of MG132 (Figure 7G). These results indicated the predominant degradation of SMN^WT^ without Bap1, consistent with the decreased level of endogenous SMN in *Bap1*^ΔMPC^ FAPs (Figure 7B), and revealed that SMN^K186R^ was resistant to ubiquitination-dependent degradation. In addition, a cycloheximide chase assay revealed that SMN^K186R^ had a prolonged half-life compared with SMN^WT^ in the absence of Bap1 in FAPs (Figure 7H). Collectively, these results indicate that ubiquitin-dependent degradation of SMN requires ubiquitination at K186, and Bap1 prevents the degradation of SMN through its deubiquitination function (Figure 7I).

### Rescue of Bap1^ΔMPC^ mice by SMN^K186R^-expressing FAPs.

To investigate whether the dysregulation of SMN deubiquitination in FAPs is directly attributed to the neuromuscular defects in *Bap1*^ΔMPC^ mice, we performed cell transplantation experiments using *Bap1*^ΔMPC^ FAPs expressing either SMN^WT^ or SMN^K186R^. We first examined the recovery of SMN function in *Bap1*^ΔMPC^ FAPs after lentiviral transduction of *SMN*^WT^ or *SMN*^K186R^ (Supplemental Figure 9A). Although the viral transductions induced an excessive mRNA expression of *SMN*, the levels of the snRNAs regulated by SMN were significantly increased only in the *SMN*^K186R^-expressing *Bap1*^ΔMPC^ FAPs (hereafter, FAPs^SMNK186R^), but not in the *SMN*^WT^-expressing *Bap1*^ΔMPC^ FAPs (hereafter, FAPs^SMNWT^) (Supplemental Figure 9, B and C). These results indicated that the degradation-resistant SMN^K186R^, but not SMN^WT^, could function properly in *Bap1*^ΔMPC^ FAPs. Next, to examine whether *SMN*^K186R^ can also restore the in vivo function of *Bap1*^ΔMPC^ FAPs, we transplanted FAPs^SMNWT^ or FAPs^SMNK186R^ into the hind limb muscles of 1.5-week-old *Bap1*^ΔMPC^ mice (Supplemental Figure 9D). Intriguingly, while FAP^SMNK186R^-transplanted *Bap1*^ΔMPC^ mice showed considerable improvements in motor function during tail suspension tests, which became comparable to that of *Bap1*^WT^ mice, FAP^SMNWT^-transplanted *Bap1*^ΔMPC^ mice did not show such improvements (Figure 8, A and B, and Supplemental Video 5). Moreover, decreased amplitude and delayed latency of CMAP in *Bap1*^ΔMPC^ mice were completely restored by FAP^SMNK186R^ but not by FAP^SMNWT^ (Figure 8, C–E). Histological analysis of NMJs also showed rescue effects on AChR cluster morphology and degree of innervation by FAP^SMNK186R^ transplantation only (Figure 8, F and G). Furthermore, motor neuron loss was also prevented only by FAP^SMNK186R^ (Figure 8, H and I). Finally, we observed the increase of CSA only in TA muscles from FAP^SMNK186R^-transplanted *Bap1*^ΔMPC^ mice (Figure 8, F and J). These results revealed that SMN is fundamentally required for the in vivo neuromuscular function of FAPs and that Bap1 maintains a sufficient level of SMN in FAPs by protecting SMN from UPS-dependent degradation.

## Discussion

Understanding the pathogenic mechanisms that cause neurodegeneration in SMA will enable the development of novel therapeutic targets. Here, we showed that Bap1, a deubiquitinating enzyme, is essential for the posttranslational regulation of SMN in FAPs and its disruption leads to the reduction of SMN. Importantly, insufficient levels of SMN in non-neuronal FAPs caused the degeneration of the neuromuscular system and the dying-back loss of motor neurons in spinal cord. Profoundly, however, these degenerations could be completely rescued by the expression of ubiquitination-resistant *SMN*^K186R^ in *Bap1*-null FAPs. Since motor neuron degeneration is the primary manifestation observed in SMA, our finding that the Bap1/SMN pathway is required in non-neuronal FAPs for the maturation and maintenance of the neuromuscular system sheds light on SMA pathogenesis and provides an additional therapeutic strategy to treat SMA.

### FAPs as the non-neuronal peripheral cells for the neuromuscular system.

SMA patients and mouse models show rapid degeneration of motor neurons at disease onset that causes postnatal neuromuscular defects. Since the presynaptic pathologies, such as defective innervation, neurofilament accumulation, synaptic-vesicular defects, and defective ion channels in axonal terminals, are apparent during the progression of the disease (41, 50–53), the insufficient SMN in motor neurons has been considered the main cause of SMA pathogenesis. In line with this, SMN depletion in motor neurons causes motor neuron–intrinsic defects (54, 55). However, genetic studies using loss- and gain-of-function models revealed the marginal requirement of SMN in motor neurons and suggested the involvement of non-neuronal cells in the neuromuscular degeneration. Experiments using systemic delivery of antisense oligonucleotide with the delivery of decoy oligonucleotide into the CNS also revealed that peripheral SMN restorations can completely rescue the degeneration of the neuromuscular system and the loss of motor neurons in SMA mouse models (7, 8, 56). To date, many studies using SMA mouse models implicated several peripheral tissues requiring SMN, such as liver, heart, pancreas, bone, and skeletal muscle, in SMA pathogenesis (57–62). However, it was difficult to directly link these findings to the neurodegeneration of SMA. Through the present work, using genetic and cell transplantation models, we directly showed how FAPs, the non-neuronal peripheral cells in skeletal muscle, not only drive maturation of the neuromuscular system at postnatal growth but also maintain the intact neuromuscular system throughout adulthood. These results indicate that FAPs in skeletal muscle are a fundamental cell population for the neuromuscular system and suggest that its malfunction could be a direct reason for the neurodegeneration in SMA. Thus, the pathogenic effect of abnormal FAPs on SMA is sought to be investigated for a precise understanding of the pathogenic mechanism. In addition, the current human clinical trials have not yet tested the rescue effect of systemic delivery of nusinersen, the drug name of antisense oligonucleotide, for patients with SMA. It can be inferred from the preclinical studies using mouse models that restoration of SMN in both the periphery and the CNS could rescue patients with SMA more dramatically than the current treatment method of intracerebroventricular (ICV) injection, which can deliver drugs into the CNS. Based on these clinical results, we suggest that the restoration of FAPs’ function could have a synergistic rescue effect with the ICV injection of nusinersen. If restoring the function of these cells, such as by transplantation of FAPs in SMA patients, together with the intrathecally delivered nusinersen shows a synergistic rescue effect, our finding will have provided a significant contribution to the development of an improved SMA therapy.

The NMJ has been known as the tripartite synapse composed of presynaptic axon terminals of motor neurons, Schwann cells covering the presynaptic axon terminals, and postsynaptic AChR cluster endplates in myofibers (27, 63–67). Neuromuscular degenerations from NMJ defects are typical for many neuromuscular diseases, including SMA (68, 69). We proposed the FAPs as an additional critical regulator of the neuromuscular system; however, the functional mechanism of this cell population in the regulation of the neuromuscular system still needs to be elucidated. As the FAPs reside between myofibers in the skeletal muscle, they might directly affect the function of NMJ components or be involved in the interactions between NMJ components through direct or paracrine interactions. We suspect SMN to have a regulatory role in the expressions of membrane proteins or secretory factors in FAPs, as SMN is essential for the biogenesis of the spliceosomal small nuclear ribonucleoproteins, which contribute to the posttranscriptional regulation of its targets (70–72). Thus, further studies on revealing the action mechanism of FAPs on the neuromuscular system would be crucial to understanding its establishment and maintenance.

### Physiological roles of FAPs in development and homeostasis.

Skeletal muscle tissues comprise myofibers, muscle stem cells (MuSCs), immune cells, endothelial cells, motor/sensory nerves with Schwann cells, and FAPs. Each cell population plays a unique role in muscle physiology and homeostasis: MuSCs regenerate damaged myofibers upon injury throughout life; immune cells, mostly macrophages, play fundamental roles in the repair and clearance of pathogens and debris from contractile activity or muscle injury; endothelial cells supply nutrients and oxygen across blood vessels; and motor/sensory neurons innervate myofibers to induce contraction and relaxation. However, the roles of FAPs have not been fully elucidated. These cells have been referred to as FAPs, termed according to their differentiation potential in vitro (24). FAPs support muscle regeneration upon muscle injury and sense denervation resulting in muscle atrophy. Meanwhile, they have also been implicated as major contributors to ectopic fat cell formation and fibrosis in aged skeletal muscles (24, 73). Since adipo-fibrotic differentiation of FAPs compromises muscle function (74, 75), it is unlikely that the primary function of FAPs is to differentiate into adipocytes and/or fibroblasts. Based on our data that FAPs play a critical role in the maturation and maintenance of the neuromuscular system, we believe that some of the MPCs should migrate into the muscle tissue during developmental myogenesis and reside there as FAPs for life to maintain muscle integrity (19, 21–24).

In addition, recent studies using single-cell transcriptomics analyses identified 2 subpopulations within skeletal muscle, FAP1 and FAP2, described as Dpp4^–^ FAPs and Dpp4^+^ FAPs in our study, respectively (30, 31, 76). Cluster analysis revealed that Dpp4^–^ FAPs highly express ECM-related genes and that Dpp4^+^ FAPs are enriched for transcripts involved in diverse biological programs. These results suggest the possibility of distinct functions of these 2 subpopulations, but the functional differences have not been investigated. In this study, we identified the role of Dpp4^+^ FAPs in the neuromuscular system, distinct from Dpp4^–^ FAPs, which express ECM-related genes. Our results suggest that while FAP1 may contribute mainly to the fibrosis observed in dystrophic muscles, FAP2 serves as a regulator of the neuromuscular system, ensuring the maturation and maintenance of the NMJ.

Meanwhile, recent studies suggested that FAPs play a role in homeostatic conditions (27, 29). The disruption of FAPs using *Pdgfra-CreER* *Rosa-DTA* models resulted in significant muscle loss and disturbance of NMJs after long-term tracing. However, these results cannot exclude secondary effects due to the activation of the Pdgfra promoter in other cell populations, including pericytes (77–79). Our 4 independent reconstitution experiments with WT FAPs, Dpp4^+^ FAPs, *SMN*^K186R^ expressing *Bap1*^ΔMPC^ FAPs, or *Rosa-CreER* *Bap1*^fl/fl^ FAPs revealed the physiological importance of FAPs in the maturation and maintenance of the neuromuscular system. Most importantly, inactivation of Bap1 in the transplanted *Rosa-CreER* *Bap1*^fl/fl^ FAPs in adults resulted in prompt degeneration of the neuromuscular system, indicating the essential requirement of non-neuronal FAPs in the maintenance of the functional neuromuscular system. Our data suggest that FAPs should be maintained in the skeletal muscle despite the risk of differentiation into adipocytes or fibroblasts in old age.

### Posttranslational regulation of SMN by Bap1.

The UPS regulates the balance in protein homeostasis by mediating a protein degradation process. The role of the UPS in protein homeostasis is fundamental in performing cellular functions. Ubiquitination by the UPS occurs through the coordinated activity of several enzymes, including E1 ubiquitin-activating enzyme, E2 conjugating enzyme, E3 ligase, and DUB. Many different variants of each enzyme have been described: 26 for E1 ubiquitin-activating enzyme, over 105 for E2 conjugating enzyme, ~1003 for E3 ligase, and more than 148 DUBs in eukaryotes (80). Since many neuromuscular diseases show an imbalance in protein homeostasis, researchers have been interested in the function of the UPS in neuromuscular diseases (81). The involvement of the UPS in SMA has also been reported previously: e.g., inhibition of UPS in patient-derived fibroblasts increases intracellular SMN levels, whereas treatment with a ubiquitination inhibitor increases SMN protein levels and slows the progression of disease in severe SMA mouse models (15, 82). Furthermore, such studies revealed the direct regulation of SMN by E3 ligases. Although ubiquitination by ligases is fundamental for the UPS, increasing evidence supports the importance of DUBs as they proofread ubiquitin-protein conjugates and remove unwanted ubiquitinations, contributing to proteostasis. Accordingly, the identification of DUBs regulating SMN homeostasis is required to reveal the mechanisms underlying SMA pathogenesis. Han et al. (83) recently revealed the function of the DUB Usp9x in the regulation of SMN level by showing that this DUB directly interacts with SMN and that knockdown of Usp9x increases SMN levels. Although we believe this was the first study in which a DUB regulating SMN levels was discovered, it was only shown in vitro and was not directly correlated to SMA pathogenesis. In this study, we report that the DUB Bap1, also known as UCHL2, directly interacts with SMN and is crucial for the stabilization of SMN in FAPs by deubiquitination, a prerequisite for the maturation of NMJs and prevention of motor neuron degeneration. To our knowledge, this is a significant in vivo report revealing DUB regulation of the SMN level, which refines our understanding of SMA pathogenesis and provides important insights regarding the treatment of SMA.

## Methods

### Animals.

*Prx1-Cre* (stock 005584), *Rosa-CreER* (stock 008463), *Rosa-YFP* (stock 006148), and *Rosa-tdTomato* (stock 007914) mice were obtained from The Jackson Laboratory. *Bap1*^fl/fl^ mice were generated using the gene trap embryonic stem cell line (HEPD0526_2_G01) made by EUCCOM (the International Knockout Mouse Consortium). In the mutant embryonic stem (ES) cell line, the gene trap cassette was integrated in the fifth intron of the murine *Bap1* locus (Supplemental Figure 1A). The FRT cassette was removed by crossing with flippase-transgenic mouse. Cre-mediated deletion of exons in *Prx1-Cre* *Bap1*^fl/fl^ mice resulted in a frameshift mutation, leading to premature termination by open reading frame. Genotyping primers were designed outside the nondeleted common exon (P1) and were used in combination with primers (P2) within and outside the deleted exon (P3), which could represent genomic deletion (Supplemental Figure 1, A and C). All mouse lines were backcrossed into C57BL/6J background and were housed under specific pathogen–free conditions and handled according to the guidelines of the Institutional Animal Care and Use Committee (IACUC) at Seoul National University. Experiments were carried out with male and female mice, except for the weight analyses and whole transcriptomic analysis, where only male mice were used. No sex-specific differences were observed.

### Behavior test.

All behavior tests were performed by the observers by a protocol blinded to mouse genotypes and descriptions. To evaluate motor functions, previous methods were modified and applied (38, 84, 85). For negative geotaxis assay, mice were placed on a 35° inclined platform with the tail directed up. The latency to turn 180° with the head pointing up the incline was recorded, with cutoff time of 180 seconds. The negative geotaxis score was calculated as fall down the incline or fail to turn within 60 seconds (4 points), turn within 30 seconds (3 points), turn within 20 seconds (2 points), and turn within 10 seconds (1 point). For tail suspension test, mice were suspended by their tail for 3 or 5 minutes. The time that each mouse showed abnormal hind limb clasping or remained immobile was measured. Abnormal hind limb clasping was determined by the proximity of hind-limbs with postural abnormalities. The number of tremor events was quantified on 7-day-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice hung by their tail for 30 seconds. All behavior tests were conducted between 1500 and 1700 hours to exclude any unwanted circadian effects.

### CMAP measurement.

CMAP of GA muscle was recorded using a previously described protocol with modifications. Briefly, mice were anesthetized using avertin and placed in prone position. Stimulating needle electrodes (A-M Systems) were inserted subcutaneously on both sides of the sciatic notch. The recording electrode (iWorx) was carefully placed subdermally on the GA muscle without puncturing the underlying muscles. A reference electrode and ground electrode were placed near the Achilles tendon and the tail, respectively. The sciatic nerve was stimulated by 1 pulse/s with 0.1 ms duration applying supramaximal stimuli (supramaximal stimulus is about 60 mA) and the following CMAP was recorded. Latency was determined by the delay between the stimulating pulse and the onset point of CMAP response. Amplitude was determined by the absolute difference in maximum positive to maximum negative peak of the responding potential. The CMAP latency and amplitude of an individual animal represent the average of 6 individual measurements of right and left legs.

### Transmission electron microscopy.

Mouse sciatic nerves were fixed with 3% glutaraldehyde in 0.1 M cacodylate buffer (pH 7.2) containing 0.1% CaCl_2_ for 3 hours at room temperature. After washing with 0.1 M cacodylate buffer, they were postfixed with 1% osmium tetraoxide in 0.1 M cacodylate buffer (pH 7.2) containing 0.1% CaCl_2_ for 2 hours at 4°C. Then, nerves were dehydrated with serial ethanol and propylene oxide at 4°C. The samples were embedded in epoxy resin (Embed-812, Electron Microscopy Sciences). Ultrathin sections (70 nm) were prepared with a diamond knife on an ultramicrotome (ULTRACUT UC7, Leica) and mounted on 200 mesh copper grids (EMS). Sections were stained with 2% uranyl acetate for 10 minutes and lead citrate for 3 minutes, then observed using a transmission electron microscope (80 kV, JEM1010, JEOL). The average radius of the area occupied by both myelin sheaths and axons is (D1 + D2)/2, and the average radius of the area occupied by the axons is (d1 + d2)/2. The g-ratio was obtained by (d1 + d2)/2 dividing into (D1 + D2)/2.

### Hind limb interstitial mesenchymal cell isolation.

Isolation of skeletal muscle FAPs, MuSCs, and double-negative cells was performed according to a previously reported protocol (86, 87) with modifications. Limb muscles were dissected and mechanically dissociated in DMEM containing 10% horse serum (Hyclone), collagenase II (800 U/mL; Worthington), and dispase (1.1 U/mL; Thermo Fisher Scientific) at 37°C for 60 minutes. Digested suspensions were subsequently triturated by sterilized syringe with 20G 1/2 needle (BD Biosciences) and washed with DMEM to harvest mononuclear cells. Mononuclear cells were stained with corresponding antibodies. All antibodies used in FACS analysis were listed in Supplemental Table 1. To exclude dead cells, 7-aminoactinomycin D (7-AAD) (MilliporeSigma) was used. Stained cells were analyzed and 7-AAD^–^Lin^–^Vcam^–^Sca1^+^ (FAP), 7-AAD^–^Lin^–^Vcam^+^Sca1^–^ (MuSC), and 7-AAD^–^Lin^–^Vcam^–^Sca1^–^ (double-negative) cells were isolated using FACSAria III cell sorter (BD Biosciences) with 4-way purity precision. Isotype control density plots were used as a reference for positive gating. Fluorescence density plot and population hierarchy of the cells were analyzed using FACSDiva (BD Biosciences) or FlowJo software (BD Biosciences).

### RNA extraction and measurement of mRNA expression.

Total RNA was extracted from skeletal muscles, FAPs, or lentivirus-transduced cells using an RNeasy Micro Kit (QIAGEN) or TRIzol Reagent (Life Technologies) and analyzed by quantitative real-time PCR (qRT-PCR). First-strand complementary DNA was synthesized from 0.1–1 μg of RNA using ReverTra Ace (Toyobo) containing random oligomer according to the manufacturer’s instructions. qRT-PCR (QIAGEN) was performed with SYBR Green technology (SYBR Premix Ex Taq, QIAGEN) using specific primers against indicated genes. Relative mRNA levels were determined using the 2^-ΔΔCt^ method and normalized to *Gapdh* (Figure 7A; Supplemental Figure 1D; Supplemental Figure 8, E and G; and Supplemental Figure 9B), *Chrna1* (Figure 2H), *5.8S rRNA* (Supplemental Figure 7E and 9C), and *b-actin* (Supplemental Figure 5D). Primers are listed in Supplemental Table 1. For RNA-Seq, total RNA was extracted from *Bap1*^WT^ or *Bap1*^ΔMPC^ FAPs using TRIzol Reagent, and TruSeq technology was used to generate Illumina RNA-Seq libraries, according to the manufacturer’s instructions. RNA-Seq libraries were sequenced as paired ends on an Illumina HiSeq 4000 system. DEGs were identified using an FDR cutoff of 1 × 10^−5^. Hierarchical clustering analysis, GO analysis, and GO enrichment analysis were performed using gene expression values from *Bap1*^WT^ versus *Bap1*^ΔMPC^ FAPs. RNA-Seq data sets have been deposited in National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) database under the accession number GSE153826.

### Single-cell RNA sequencing and gene set enrichment analysis.

Freshly isolated FAPs from 3-week-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice were collected as described above. The scRNA-Seq libraries were generated using 10x Genomics Chromium Next GEM Single Cell 3′ RNA library v3.1 kit, following the manufacturer’s instructions. A total of 5000 cells were targeted for recovery from each genotype of mice. The libraries were sequenced using Illumina’s NovaSeq platform, and the sequenced reads were aligned using CellRanger 3.1.0. software. Using Seurat package 3.2.1 (88) in R version 3.6.1, filtered barcodes and count matrices from CellRanger output were preprocessed for quality control and doublet gating. To exclude the contamination of non-FAPs owing to the limitation in FACS accuracy, cells with high expression levels of the marker genes known to be expressed in muscle-resident cells other than FAPs were removed from further analysis. Dimensionality reduction was performed on merged and normalized data (*Bap1*^WT^+*Bap1*^ΔMPC^) through principal component analysis using the 5000 variable genes identified, and the top 8 principal components were selected for 2-dimensional UMAP embedding and visualization. Unsupervised clustering of the cells was achieved, which were then categorized into Dpp4^+^ or Cxcl14^+^ subpopulations by the expression patterns of marker genes reported previously. DEGs among the subpopulations were selected (fold change > 3, *P* < 0.05) and subjected to gene set enrichment analysis, where the reference list included genes with average normalized expression of more than 0.01 in all cells in the scRNA-Seq data (~12,000 genes). PANTHER 16.0 statistical overrepresentation test was used, and the following parameters were selected for stringent selection of GOs that may have physiological relevance: organism – Mus musculus, annotation data set – GO biological process complete, test type – Fisher’s exact, correction – Bonferroni’s correction for multiple testing. GO terms related to mesenchymal cells, skeletal muscle, or nervous system with the top hierarchy were selected for analysis and display. The scRNA-Seq data are deposited under GEO accession number GSE190426.

### Cell culture, transfection, and plasmids.

Freshly isolated FAPs were cultured at 37°C in alpha-MEM (Hyclone) supplemented with penicillin (100 U/mL), streptomycin (1 mg/mL), and 20% FBS (Hyclone). HEK293T cell line (ATCC) was grown at 37°C in DMEM (Hyclone) supplemented with antibiotics and 10% FBS. The cell line was tested for mycoplasma contamination. All transfections were performed using polyethyleneimine (PEI; Polysciences) and Metafectene reagent (Biontex) following the manufacturer’s instructions. Full-length and point-mutated constructs of SMN were subcloned into the pcDNA4-HisMax vector. N-terminal flag-tagged full-length, deleted, and point-mutated construct of mouse Bap1 and human BAP1 were subcloned into the pcDNA4 or pcDNA3.1 vector (Addgene). HA-tagged Ub was subcloned into pcDNA3 vector.

### Lentivirus packaging and transduction.

With psPAX2 (4.5 μg) and pMD2.G (1.5 μg), lentiviral pLVX-SMN^WT^-IRES-tdTomato or pLVX-SMN^K186R^-IRES-tdTomato (6 μg) vectors were cotransfected into HEK293T cells using PEI. psPAX2, pMD2.G, and lentiviral pLVX-IRES-tdTomato were purchased from Addgene. pLVX-SMN^WT^-tdTomato and pLVX- or SMN^K186R^-tdTomato vectors were cloned using pLVX-IRES-tdTomato as a backbone DNA. The cultured supernatants containing virus particles were harvested 48 hours posttransfection, filtered through 0.45 μm filters, and concentrated using a Lenti-X concentrator (Takara). For virus titration, quantitative PCR (qPCR) analysis was performed. For standard curve, transgene expressing plasmid was digested with restriction enzymes and run on a 2% agarose gel at 200 V for 20 minutes. A single fragment of defined size was purified using PCR purification kit (Macherey-Nagel) and measured for the DNA concentration. DNA was finally diluted to 1 × 10^9^ vector genomes (vg)/μL. Standard plasmid was 10-fold serially diluted from 1 × 10^7^ vg/μL to 1 × 10^1^ vg/μL in triplicates. For serially diluted template DNA, 2 μL of the concentrated lentiviral stock was mixed with 198 μL of DNaseI buffer containing 2 μL of DNaseI in PCR tubes and incubated for 30 minutes at 37°C. After inactivation of DNaseI, the solution was 10-fold serially diluted from 1 × 10^–3^ vg/μL to 1 × 10^–5^ vg/μL in triplicates. qPCR analysis of diluted DNA was conducted to calculate the concentration of lentivirus. For virus transduction, freshly isolated FAPs and cultured *Bap1*^WT^ or *Bap1*^ΔMPC^ FAPs were centrifuged at 500*g* for 5 minutes and the supernatant was aspirated. The cell pellet was resuspended with fresh media containing lentiviral stock with 4 μg/mL polybrene (Santa Cruz Biotechnology) and then incubated in an appropriate culture dish for 16 hours at 37°C. After incubation, viral media were replaced by alpha-MEM supplemented with penicillin (100 U/mL), streptomycin (1 mg/mL), and 20% FBS. The final 5.0 × 10^8^ vg/mL titer lentiviral particles were used.

### FAP transplantation.

FAPs were purified by FACS from limb muscles of indicated mice. A total of 1 × 10^5^ FAPs were resuspended in 1× PBS and immediately transplanted into both TA and GA muscles of *Bap1*^ΔMPC^ mice, littermates of donor mice. Control mice (*Bap1*^WT^ or *Bap1*^ΔMPC^ mice) received the same volume of PBS.

### Immunoblot and immunoprecipitation.

Freshly isolated FAPs and lentivirus-transduced cells were homogenized in RIPA buffer (50 mM Tris-HCl at pH 7.5, 0.5% SDS, 20 μg/mL aprotinin, 20 μg/mL leupeptin, 10 μg/mL phenylmethylsulfonyl fluoride, 1 mM sodium orthovanadate, 10 mM sodium pyrophosphate, 10 mM sodium fluoride, and 1 mM dithiothreitol). Cell lysates were centrifuged at 15,928*g* for 15 minutes. Supernatants were collected and subjected to immunoblot. Bradford’s reagent (Bio-Rad Laboratories) was used for estimating total protein concentrations. Normalized total proteins were analyzed by electrophoresis in 8% to 10% polyacrylamide gels and transferred to PVDF membranes (MilliporeSigma). Membranes were blocked in 5% skim milk (BD Biosciences) in TBS with 0.1% Tween-20 and incubated with primary antibodies overnight at 4°C. After incubation with the corresponding HRP-conjugated secondary antibodies, the membranes were developed using Fusion solo chemiluminescence imaging system (Vilber). Gapdh, α-tubulin, or β-actin was used as a loading control. Antibodies used in this study are listed in Supplemental Table 1. Primary and secondary antibodies were diluted 1:1000 and 1:10,000 with PBS containing 0.1% Tween-20 and 3% BSA, respectively. For the reciprocal immunoprecipitation assay, freshly isolated FAPs and expressing vector-transfected HEK293T cells were harvested and lysed in IP buffer (150 mM NaCl, 50 mM Tris, 0.5% Nonidet P-40) supplemented with 1× protease inhibitors (Thermo Fisher Scientific) and 1 μg/mL pepstatin. Protein lysates were precleared with protein A/G PLUS-Agarose beads (Santa Cruz Biotechnology) for 1 hour at 4°C. Precleared lysates were incubated with primary antibodies overnight at 4°C. After centrifugation at 800*g* for 2 minutes at 4°C, precipitated proteins were washed with IP buffer, eluted in 2× Laemmli sample buffer followed by heating at 100°C for 10 minutes, and subjected to immunoblot.

### Ubiquitination assay.

HisMax-SMN and Flag-Bap1 plasmids were transfected in HEK293T cells with or without HA-tagged Ubiquitin plasmids. After incubation for 24 hours, cells were treated with MG132 (4 μg/mL) for 4 hours and lysed by boiling for 10 minutes in 150 mM Tris-HCl (pH 8), 5% SDS, and 30% glycerol. Cell lysates were diluted 20-fold with buffer A (20 mM Tris-HCl at pH 8.0, 150 mM NaCl, 1% Triton X-100, 1× protease inhibitor cocktail; Thermo Fisher Scientific) containing 10 mM imidazole and 2 mM *N*-ethylmaleimide. After incubating them with Ni_2_^+^–NTA–agarose (QIAGEN) for 2 hours at 4°C, beads were washed 3 times with buffer A containing 20 mM imidazole, then boiled in SDS sampling buffer. Supernatants were subjected to immunoblot analysis.

### Histochemistry and immunohistochemistry.

GA and TA muscles were embedded in the O.C.T. Compound (Sakura Finetek), snap-frozen in liquid nitrogen, and stored at –80°C prior to sectioning. Embedded muscles were sliced into 7 μm sections using a cryostat (Leica). Basic muscle morphology and centrally nucleated myofibers were assessed with H&E staining according to basic protocol. For staining of muscle sections, randomly selected slides at the same sectional position between groups were fixed in 4% paraformaldehyde (PFA). Fixed slides were blocked for 1 hour at room temperature with blocking buffer (5% goat and horse serum in PBS) and incubated overnight with rat anti-laminin (Abcam, ab11576, 1:2000 dilution) in blocking buffer at 4°C. After incubation, slides were washed with PBS 3 times and were incubated for 1 hour with 1:400 dilution of Alexa Fluor 488–conjugated anti–rat IgG and 1:5000 dilution of Hoechst 33342 (Thermo Fisher Scientific). For spinal cords, L5 spinal cords were isolated and fixed in 4% PFA overnight at 4°C and were incubated in 30% sucrose solution following 15% sucrose solution until the spinal cords sinked. Processed spinal cords were embedded in O.C.T. Compound, snap-frozen in liquid nitrogen, and stored at –80°C until sectioning. Embedded spinal cords were sectioned, 7 μm thick, using a cryostat. For staining, slides of spinal cords were washed with PBS and permeabilized with cold methanol for 30 minutes in 4°C. Samples were put into a staining dish containing preheated (105°C) sodium citrate buffer (10 mM sodium citrate, 0.05% Tween 20, pH 6.0) for 10 minutes and washed 2 times with PBS-0.5% Triton X-100 (PBS-T) and 1 time with PBS for 10 minutes each. Afterward, slides were incubated in mouse IgG blocking reagent for 1 hour at room temperature to block endogenous mouse immunoglobulin and washed 3 times with PBS for 10 minutes each. Sections were then blocked with blocking solution (5% donkey serum; 2% BSA, PBS-T) for 1 hour. Slides were incubated overnight at 4°C with the primary antibody for NeuN and ChAT. Then, slides were washed and incubated with secondary antibody (Alexa Fluor 488 goat anti–mouse IgG, 1:400, Alexa Fluor 594 donkey anti–goat IgG, 1:400) at room temperature for 1 hour. Nuclei were counterstained with Hoechst 33342 (Thermo Fisher Scientific, 1:5000). Slides were mounted with VECTASHIELD (Vector Laboratories) and covered by coverslips. For staining of NMJs, TA and GA were dissected, fixed overnight in 4% PFA at 4°C, and washed 3 times with PBS. Muscle fiber bundles were quenched by 0.1 mM glycine in PBS and teased out and blocked overnight at 4 °C. Muscle bundles were incubated with rabbit anti-neurofilament antibodies in PBS-T overnight at 4°C. After 3 washes with PBS-T, muscles were stained with Alexa Fluor 488–conjugated anti–rabbit IgG (1:400), rhodamine-conjugated BTX (1:500), and Hoechst (1:5000). Finally, muscle fiber bundles were washed 3 times with PBS-T and mounted in VECTASHIELD.

### Optical systems.

Immunofluorescence images were acquired using a Zeiss Observer Z1 fluorescence microscope equipped with a SPOT Flex camera or a Zeiss confocal system LSM710 or Leica SP8. For myofiber diameter measurements, Leopard morphometric software (INS Industry), SPOT software (version 5.1, Diagnostic Instruments), and Photoshop CS6 (Adobe) were used. Images were acquired from 15 distinct cross-sectional fields of each muscle and L5 spinal cord sections. The averages of CSA and number of ChAT^+^ motor neurons in groups were quantified and statistically analyzed. For sciatic nerve g-ratio, inner axonal diameter and total outer fiber diameter were measured by FIJI image analysis software. To quantify innervated NMJs, a minimum of 150 NMJs from each muscle were captured by Leica SP8 confocal laser scanning microscopy. LasX software was used to obtain maximal projections and merged images of the red and green channels. Innervation status was evaluated based on the alignment of BTX (red channel) and neurofilament (green channel). NMJs with >70%~80% of overlapping area of BTX and NF signals were classified as innervated NMJs. The percentages of innervated NMJs were normalized by the number of innervated NMJs in controls.

### Statistics.

All statistical analyses were performed using GraphPad Prism 5 (GraphPad Software). Continuous variables were tested for normal distribution by using the Kolmogorov-Smirnoff test. For comparison of significant differences in multiple groups, statistical analysis was performed by 1-way ANOVA followed by Bonferroni’s or Tukey’s pairwise comparison post hoc test for normally distributed data, or Kruskal-Wallis test with Mann-Whitney *U* post hoc test, as appropriate. For comparison of 2 groups of normally distributed data, Student’s *t* test assuming a 2-tailed distribution were used. For non-normally distributed data, Mann-Whitney *U* test was used. For comparison of 2 groups at multiple time points, multiple unpaired *t* test was used. Unless otherwise noted, all error bars represent mean ± SEM. *P* value of less than 0.05 was considered statistically significant at the 95% confidence level. The number of biological replicates, raw values, and statistical analysis for each experiment were indicated in the figure legends. Independent experiments were performed at least in triplicates.

### Study approval.

The care and treatment of animals were approved by the IACUC of Seoul National University.

## Author contributions

JHK designed this study, conducted the experiments, and wrote the manuscript. JSK and KY conducted the experiments and wrote the manuscript. JJ, IP, JHP, JR, SJ, YWJ, SHH, MS, and SM conducted the experiments. SJU and RHS provided critical materials and helpful comments for this study. YYK designed the research and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Supplemental data

Supplemental video 1

Supplemental video 2

Supplemental video 3

Supplemental video 4

Supplemental video 5

## Figures and Tables

**Figure 1:**
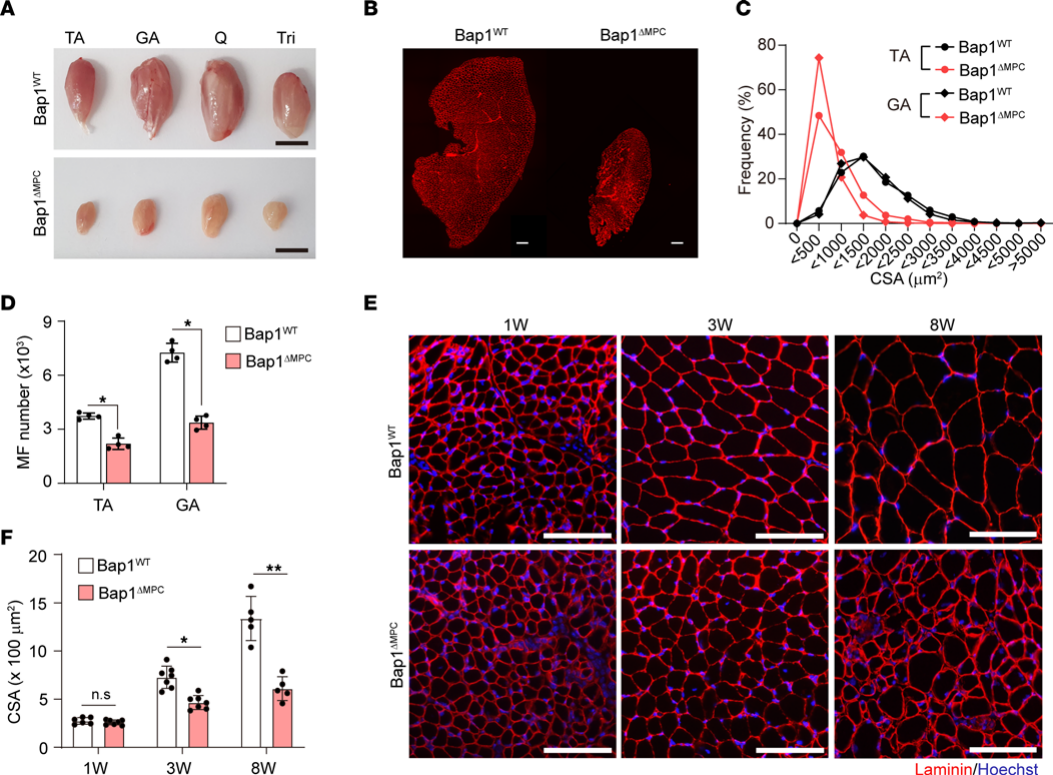
Severe muscular atrophy in *Bap1*^ΔMPC^ mice. (**A**) Gross morphology of tibialis anterior (TA), gastrocnemius (GA), quadriceps (Q), and triceps (Tri) muscles from 19-month-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. (**B**) Representative IHC staining images of laminin. (**C**) Morphometric quantifications of CSA of TA and GA myofibers from *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. (**D**) Quantification of myofiber numbers in whole TA and GA. (**E**) Representative IHC staining images of TA muscles of 1-, 3-, and 8-week-old *Bap1*^WT^ or *Bap1*^ΔMPC^ mice. (**F**) Morphometric quantifications of CSA of TA muscles. *n* = 4 animals per group; mean ± SEM; Mann-Whitney *U* test; *P < 0.05, **P < 0.01. Scale bars: 100 μm (**A**, **B**, and **E**).

**Figure 2:**
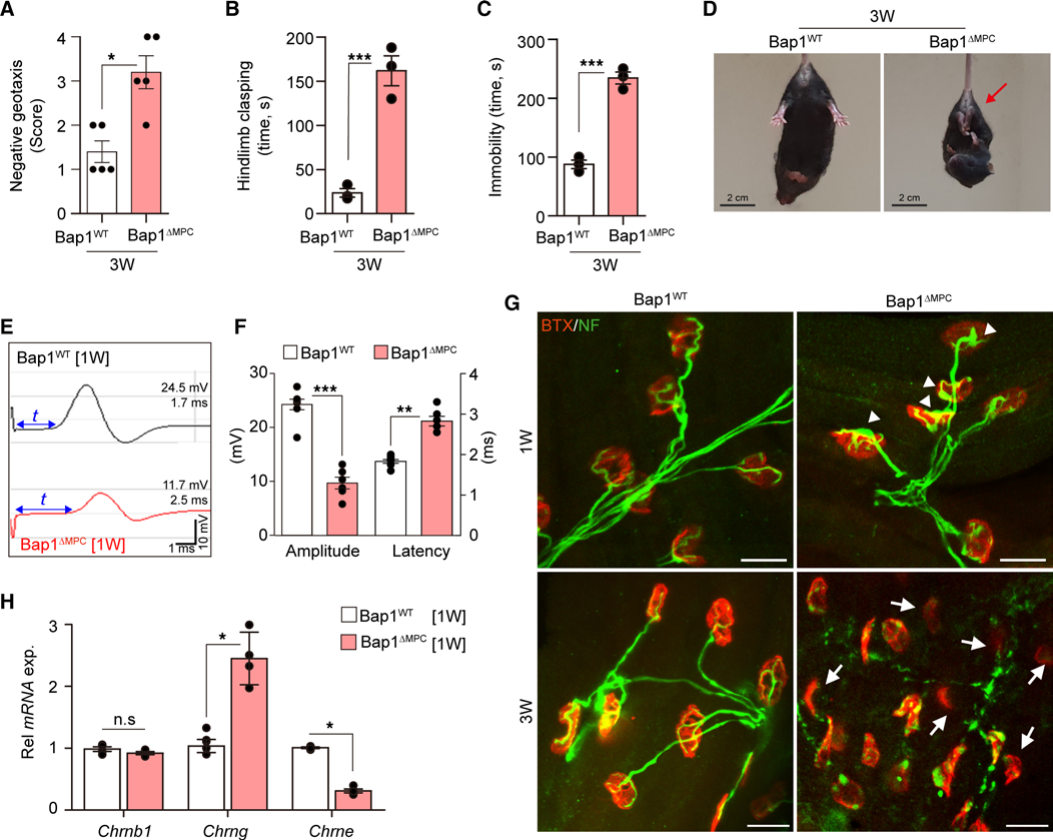
Impaired motor functions and NMJs in *Bap1*^ΔMPC^ mice. (**A**) The score of negative geotaxis test (38). (**B** and **C**) hind limb clasping time (85) (**B**) and immobility time (89) (**C**) during tail suspension test of 3-week-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. *n* = 5 animals per group; mean ± SEM; Mann-Whitney *U* test; *P < 0.05, ***P < 0.001. (**D**) Representative captures of *Bap1*^WT^ and *Bap1*^ΔMPC^ mice during tail suspension test. Arrow indicates the hind limb clasping. (**E** and **F**) Representative graph data (**E**) and quantifications of amplitude and latency (**F**) of CMAP from 1-week-old GA muscles of *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. (**G**) Confocal images for BTX and neurofilament immunofluorescence in TA muscles. White arrowheads and arrows indicate swelling of neurofilament and denervation, respectively. (**H**) Relative mRNA expressions of each AChR subunit in TA muscles. (**F** and **H**) *n* = 4 animals per group; data are mean ± SEM; Mann-Whitney *U* test; *P < 0.05, **P < 0.01, ***P < 0.001. Scale bars: 2 cm (**D**) and 20 μm (**G**).

**Figure 3:**
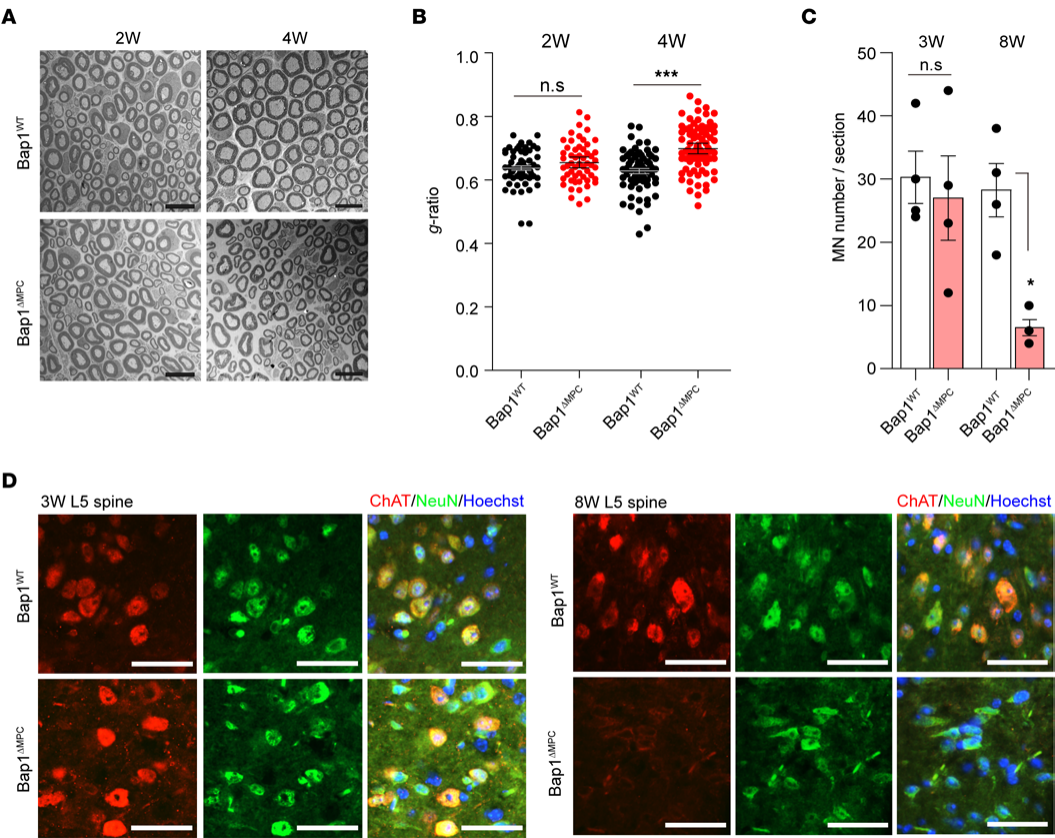
Loss of motor neurons in *Bap1*^ΔMPC^ mice. (**A**) Representative electron microscopy images of myelinated axons in sciatic nerve cross sections from 2- (left panels) or 4-week-old (right panels) *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. (**B**) The g-ratio of sciatic nerves from 2- or 4-week-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. (**C** and **D**) Quantifications of motor neuron (MN) number (**C**) and representative IHC images of choline acetyltransferase (ChAT) and NeuN in the ventral horn regions of L5 spinal cord from 3- or 8-week-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice (**D**). *n* = 4 animals for each group (**B** and **C**); data are mean ± SEM; Mann-Whitney *U* test; *P < 0.05, ***P < 0.001. Scale bars: 10 μm (**A**) and 50 μm (**D**).

**Figure 4:**
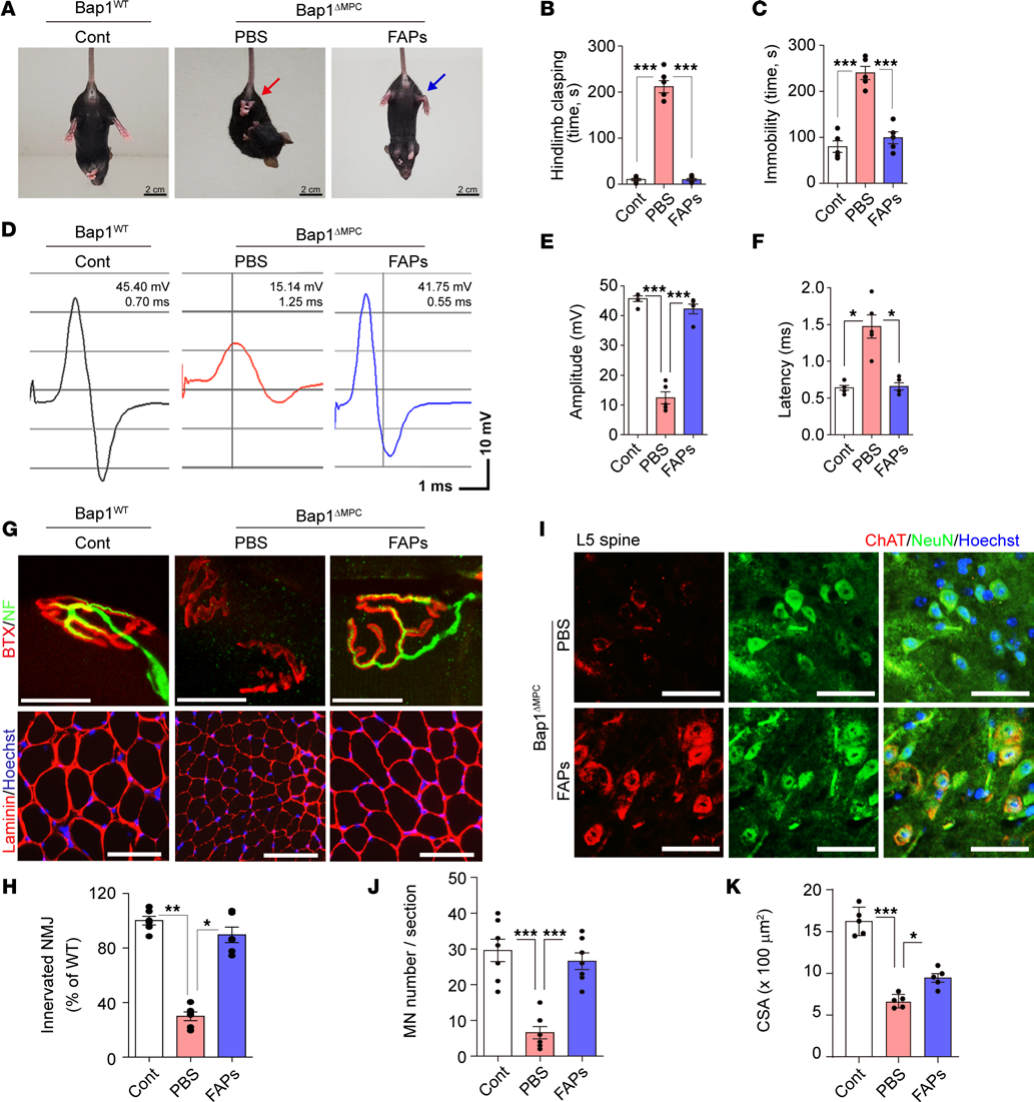
Prevention of neuromuscular degeneration by FAPs. (**A**) Representative captures from tail suspension test of *Bap1*^WT^ (Cont), PBS-treated (PBS), or FAP-transplanted (FAPs) *Bap1*^ΔMPC^ mice. See also Supplemental Video 2. (**B** and **C**) Quantifications of hind limb clasping time (**B**) and immobility time (**C**) during tail suspension test for 5 minutes. (**D**) Representative graph data of CMAP. (**E** and **F**) Quantifications of amplitude (**E**) and latency (**F**) of CMAP measured in GA muscles of Cont, PBS, and FAPs mice. (**G**) Confocal images of BTX and NF immunofluorescence (top) and IHC images of TA muscles (bottom). (**H**) Percentages of the innervated NMJs. (**I** and **J**) Representative IHC images of ChAT and neurofilament (NF) in ventral horn regions of L5 spinal cord (**I**) and quantifications of MN number (**J**). (**K**) Quantification of CSA. *n* = 5 animals for each group (**B**, **C**, **E**, **F**, **H**, **J**, and **K**) (*n* = 6 animals in **J**); data are mean ± SEM; Tukey’s pairwise comparison test after 1-way ANOVA; *P < 0.05, **P < 0.01, ***P < 0.001. Scale bars: 2 cm (**A**), 20 μm (**G**, top), 100 μm (**G**, bottom), and 50 μm (**I**).

**Figure 5:**
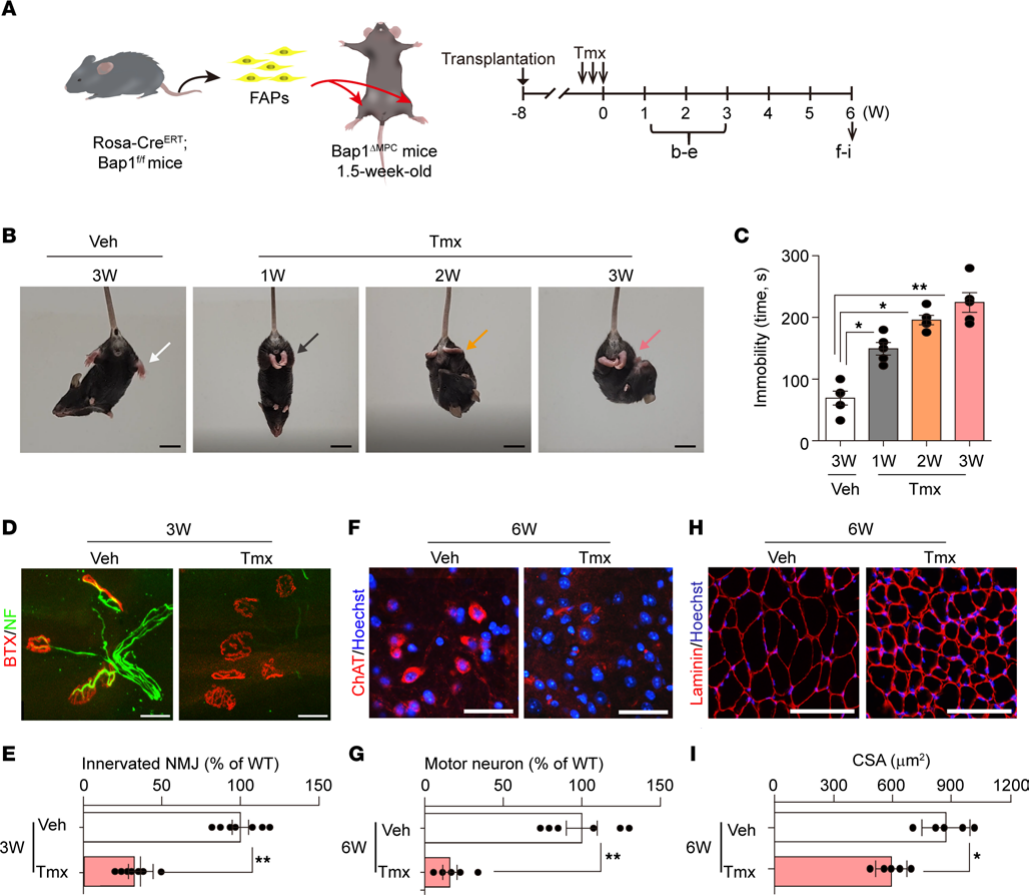
Maintenance of the neuromuscular system by FAPs. (**A**) Experimental scheme of FAPs’ transplantation. FAPs from hind limb muscles of 1.5-week-old *Rosa-CreER* *Bap1*^fl/fl^ mice were transplanted into TA and GA muscles of 1.5-week-old *Bap1*^ΔMPC^ mice. Eight weeks after transplantation, the transplanted mice were orally administered with tamoxifen (Tmx) for 3 consecutive days. (**B** and **C**) Tail suspension test was performed at the indicated weeks after Tmx administration. Representative captures of tail suspension tests (**B**). Arrow indicates the hind limb clasping. See also Supplemental Video 3. Quantification of immobility time during tail suspension test for 5 minutes (**C**). *n* = 5 animals for each group; data are mean ± SEM; Tukey’s pairwise comparison test after 1-way ANOVA; *P < 0.05, **P < 0.01. (**D**–**G**) Histological analyses were performed at the indicated weeks after Tmx administration. Representative confocal images of NMJs (**D**) and quantification of innervated NMJs (**E**). Representative IHC images of ChAT (**F**) and quantifications of MNs (**G**) in L5 spinal cords. (**H**) Representative IHC staining images of TA muscles. (**I**) Quantification of CSA in TA muscles. (**E**, **G**, and **I**) *n* = 5 animals for each group; data are mean ± SEM; unpaired *t* test; **P < 0.01, ***P < 0.001. Scale bars: 2 cm (**B**), 25 μm (**D**), 50 μm (**F**), and 100 μm (**H**).

**Figure 6:**
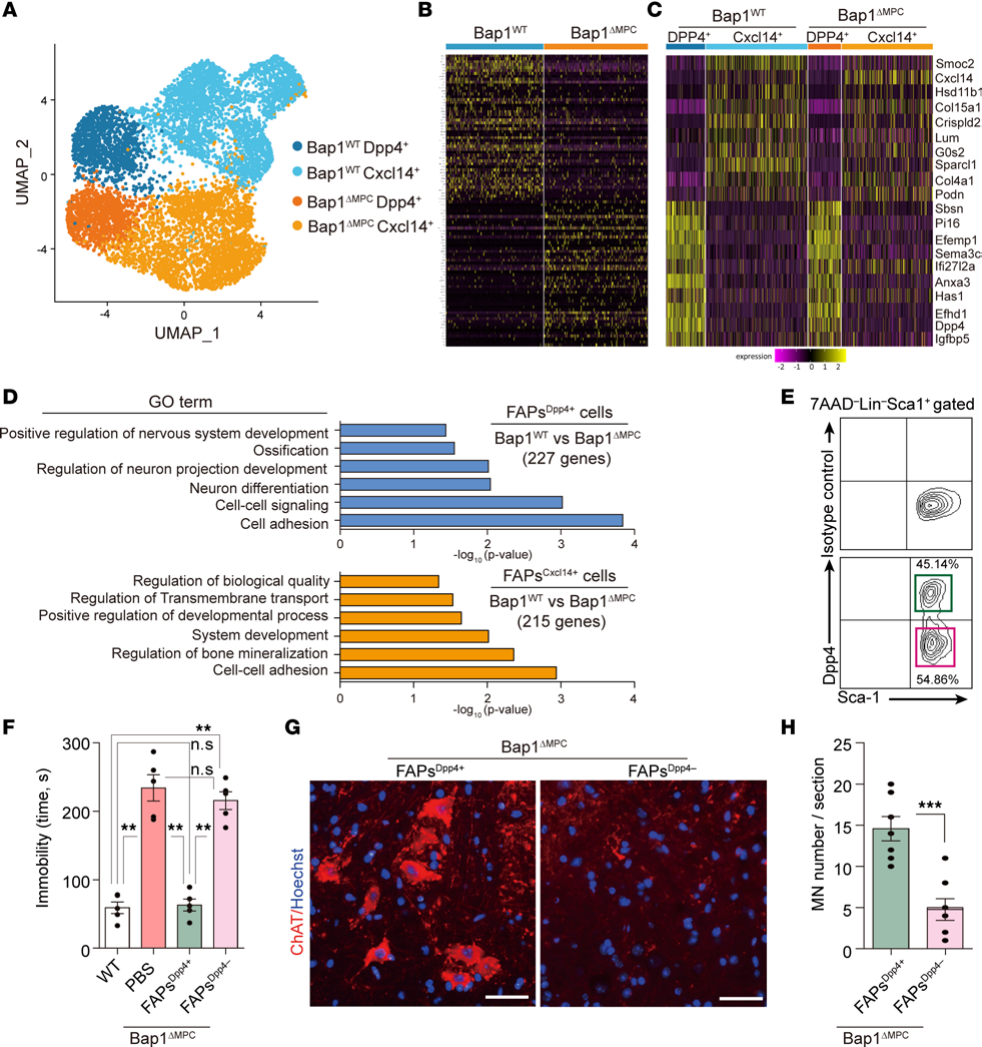
Identification of the neuroprotective Dpp4^+^ subpopulation within FAPs. (**A**) Uniform manifold approximation and projection (UMAP) plot showing distinct subpopulations (Dpp4^+^ or Cxcl14^+^) within *Bap1*^WT^ versus *Bap1*^ΔMPC^ FAPs. (**B**) Heatmap of top 100 differentially expressed genes in *Bap1*^WT^ versus *Bap1*^ΔMPC^ FAPs. (**C**) Heatmap showing expression of marker genes used to distinguish the 2 subpopulations in each cluster. (**D**) GO analysis using statistical overrepresentation test on DEGs selected from comparing *Bap1*^WT^ versus *Bap1*^ΔMPC^ FAPs in each subpopulation. (**E**) Representative FACS plots of Dpp4^+^ versus Dpp4^–^ FAPs isolated from 4-week-old tdTomato reporter mice. (**F**) Quantification of immobility time during tail suspension test. *Bap1*^ΔMPC^ mice transplanted with PBS, Dpp4^+^ FAPs, or Dpp4^–^ FAPs were compared with *Bap1*^WT^ mice. *n* = 5 animals for each group; data are mean ± SEM; Tukey’s pairwise comparison test after 1-way ANOVA; **P < 0.01. (**G** and **H**) Representative IHC images of ChAT (scale bars: 50 μm) (**G**) and quantifications of MN number stained with ChAT on the ventral horn region of L5 spinal cord in Dpp4^+^ FAP– or Dpp4^–^ FAP–transplanted *Bap1*^ΔMPC^ mice (**H**). *n* = 5 animals for each group. Mean ± SEM; unpaired *t* test; ***P < 0.001.

**Figure 7:**
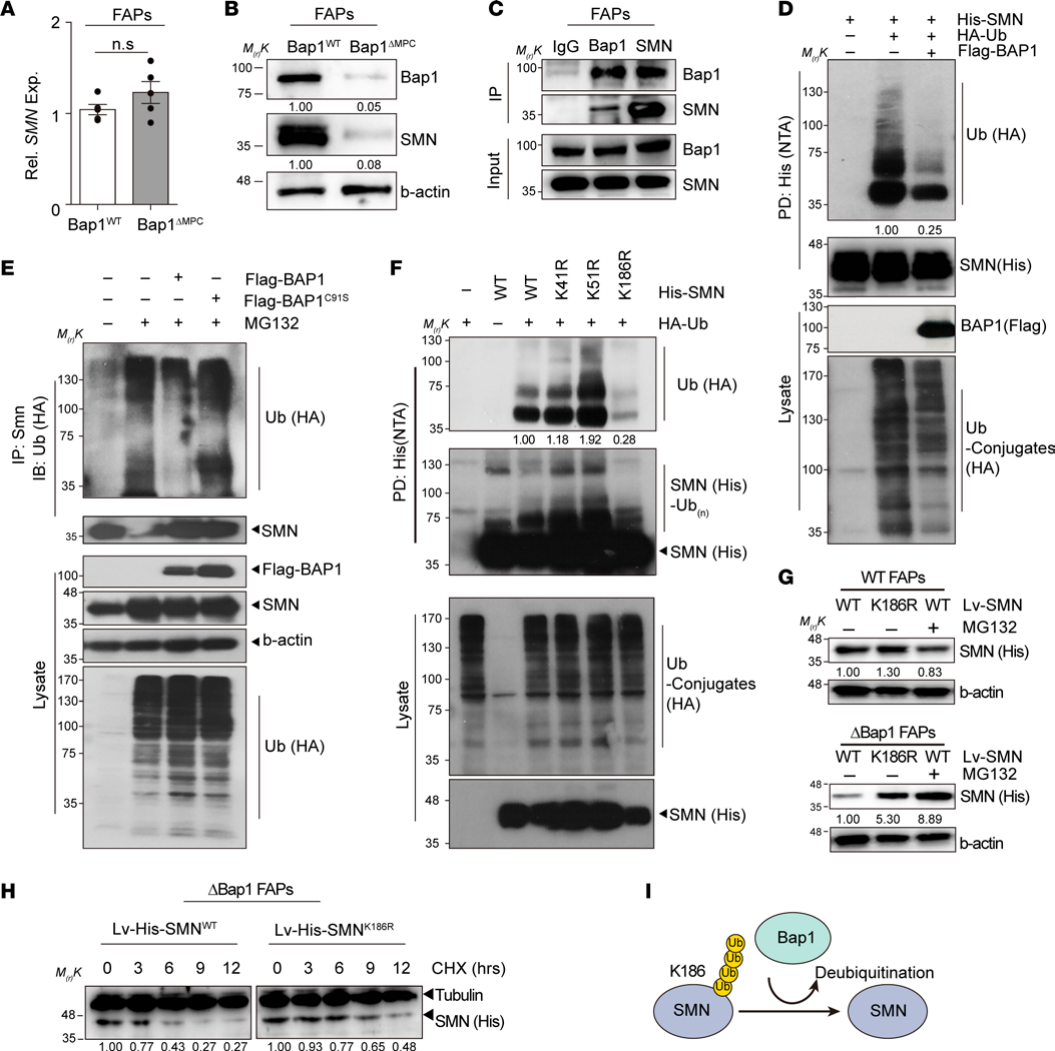
Deubiquitination of SMN by Bap1. (**A**) Relative expression of *SMN* in FAPs from hind limb muscles of 1.5-week-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. *Gapdh* and *b-actin* were used for normalization in quantitative PCR analysis. *n* = 4 animals for each group; Mann-Whitney *U* test; data are mean ± SEM. (**B**) Immunoblot of Bap1 and SMN in FAPs from 4-week-old *Bap1*^WT^ and *Bap1*^ΔMPC^ mice. (**C**) Immunoblot of Bap1 and SMN after immunoprecipitation (IP) analysis. IP was performed with pre-immune IgG, anti-Bap1, or anti-SMN antibodies. Each sample was blotted with each indicated antibody. (**D**) Ubiquitination assay of SMN following BAP1 overexpression. Flag-tagged BAP1 was expressed in HEK293T cells with HA-Ubiquitin (HA-Ub) and HisMax-tagged SMN (His-SMN). Cell lysates were subjected to pull-down assays with NTA resins followed by immunoblot. (**E**) Ubiquitination assay of SMN following BAP1 or BAP1^C91S^ overexpression. HEK293T cells expressing Flag-tagged BAP1 or its C91S mutant were subjected to IP with anti-SMN antibody. After IP, each sample was blotted with each indicated antibody. (**F**) Ubiquitination assay of SMN and its lysine-substitution variants. HisMax-tagged variants (K41R, K51R, or K186R) were expressed in HEK293T cells with or without HA-Ub. Cell lysates were subjected to pull-down assays with NTA resins followed by immunoblot with each indicated antibody. (**G**) Immunoblot of SMN in *Bap1*^WT^ or *Bap1*^ΔMPC^ FAPs transduced with lentiviral vectors containing His-tagged SMN^WT^ or SMN^K186R^. Samples were blotted with each indicated antibody. (**H**) Immunoblot analysis of SMN protein half-life. *Bap1*^ΔMPC^ FAPs transduced with lentiviral vectors containing His-tagged SMN or its K186R mutant were subjected to immunoblot with indicated antibodies. Cells were incubated with cycloheximide (CHX) for the indicated times. (**I**) A schematic model for deubiquitination of SMN1 by BAP1. (**D**, **F**, and **G**) For MG132 treatment, cells were incubated with 10 μM MG132 for 4 hours before the preparation of cell lysates.

**Figure 8:**
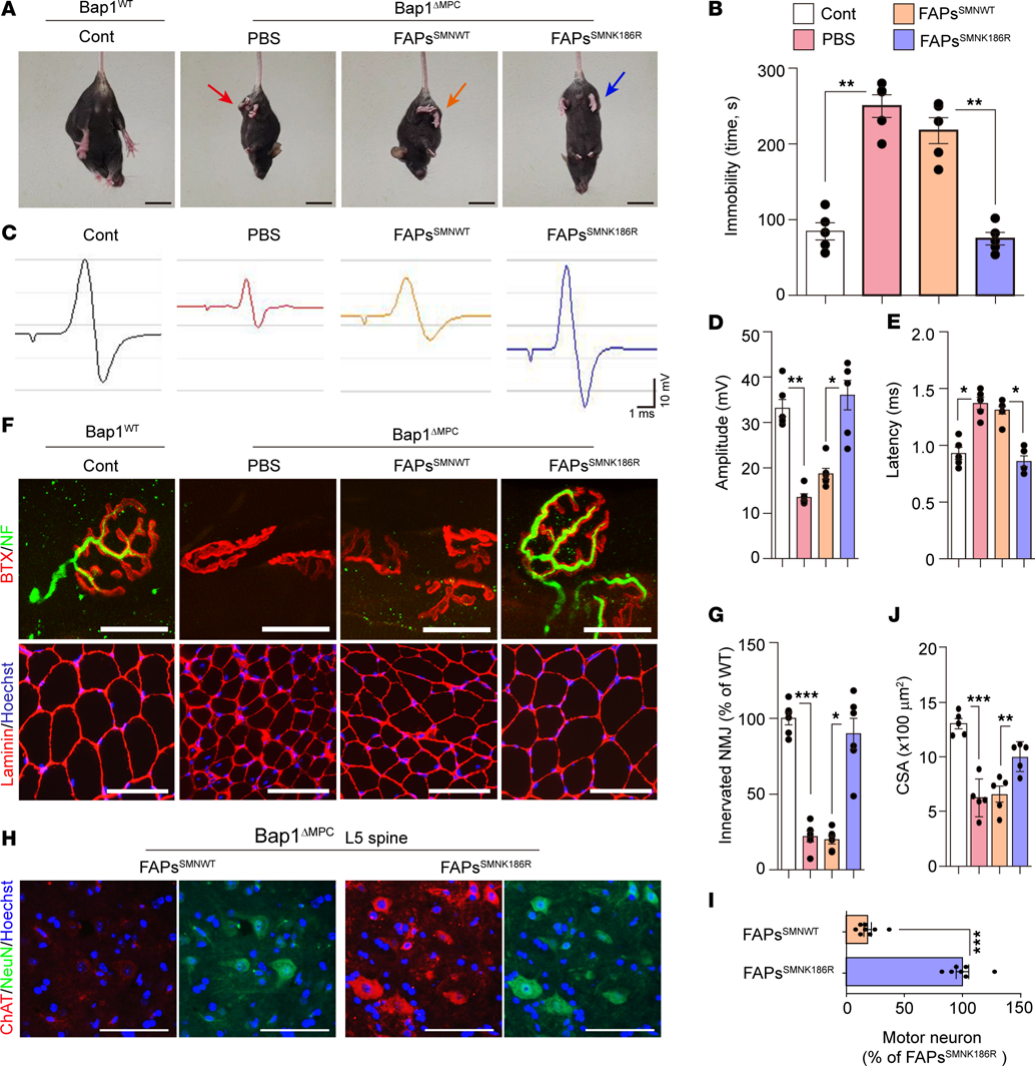
Rescue of *Bap1*^ΔMPC^ mice by SMN^K186R^-expressing FAPs. (**A**) Representative captures of hind limb clasping during tail suspension test. See also Supplemental Video 5. (**B**) Quantification of immobility time during tail suspension test for 5 minutes. (**C**) Representative graph data of CMAP. (**D** and **E**) Quantification of amplitude (**D**) and latency (**E**) of CMAP on GA muscles. (**F**) Representative confocal images for BTX and NF (**F**, top) and IHC staining (**F**, bottom) of TA muscles. (**G**) Quantification of innervated NMJs. (**H**) Representative images of ChAT and NeuN in the ventral horn of L5 spinal cord. (**I**) Quantification of the number of MNs in L5 spinal cord. (**J**) Quantification of CSA in TA muscles. (**B**, **D**, **E**, **G**, **I**, and **J**) *n* = 5 animals for each group; data are mean ± SEM; Tukey’s pairwise comparison test after 1-way ANOVA; *P < 0.05, **P < 0.01, ***P < 0.001. (**A**–**J**) tail suspension tests, CMAP measure, and histological analyses were performed at 8 or 10 weeks after transplantation. Scale bars: 2 cm (**A**), 25 μm (**F**, top), 100 μm (**F**, bottom), 50 μm (**H**).

How the deposited data were processed for this re-analysis (not part of the article)

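FAPs sorted from limb muscle of 3-week-old *Bap1* WT and *Bap1* ΔMPC mice were measured by droplet scRNA-Seq, with 1 library per genotype. The authors aligned the reads with CellRanger, filtered cells for quality and doublets and removed non-FAPs in Seurat, and deposited raw UMI counts per gene and cell. The thresholds of those filters are not given in the paper's text. The sample labels and the paper differ on the sequencer and on the digestion time, which does not enter any value here. The deposited counts covered 31053 genes, of which 10554 had no UMI in either library. The 2 libraries held 51015705 and 49540066 UMIs.

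Cells were kept with at least 500 detected genes and at most 10% mitochondrial UMIs, which removed none. Scrublet in scanpy 1.11.5 called 4 of 8481 cells (0.0472%) as doublets, after the doublet gating that the methods state. Counts were normalized to 10000 UMIs per cell and log-transformed, and 5000 variable genes and 8 principal components were taken as in the methods. Variable genes were ranked on dispersion and scaled values were limited to 10. Clusters were formed on 20 nearest neighbors with the Leiden algorithm (leidenalg 0.10.2) at resolution 0.5, which the methods do not state. The 20 genes of Figure 6C were left out of the variable genes. Clusters were called Dpp4-like from *Dpp4*, *Pi16*, *Sema3c*, *Efhd1* and *Anxa3*, and Cxcl14-like from *Cxcl14*, *Smoc2*, *Hsd11b1*, *Col15a1* and *Crispld2*, where at least 3 of the 5 were higher than in the other cells. The rule that left other clusters unnamed was set after the clusters were seen. No cluster had 3 or more of the listed markers of immune, endothelial, muscle stem, Schwann, tendon, mural, erythroid or myofiber cells among its 10 leading genes, so none was removed. Adipocyte markers were not part of that rule, and 1 unnamed cluster, with 1088 of its 1102 cells from the library labelled *Bap1* ΔMPC, had *Car3*, *Fabp4* and *Pparg* among its 10 leading genes and was kept. Another unnamed cluster, with 990 of its 1026 cells from that library, had *Chad*, *Comp* and the tendon marker *Tnmd* among its 10 leading genes and was kept. With that library clustered on its own, the same rule called 849 cells tenocyte-like and removed them, so tendon-like cells are not excluded here. The paper divides all FAPs between Dpp4+ and Cxcl14+, so these rebuilt names cover fewer cells than its own.

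UMI counts were summed over the cells of a subpopulation in each library. Ratios are those of CPM computed from these sums and are given as log2 values of the library labelled *Bap1* ΔMPC over the library labelled *Bap1* WT. Genes entered with an average normalized expression over 0.01 and 20 or more UMIs in both libraries together, and a count of 0 was replaced by a floor of 3 counts. Intervals are exact Poisson (ratios of sums) or exact Clopper-Pearson (shares) at 95% and cover counting error only. The genes named in the text are those of Figure 6C, *Bap1*, *Smn1*, *Pdgfra*, the sort genes, sex-linked genes, the 5 largest ratios of each direction with 100 or more UMIs in each subpopulation, and the 5 members of the neurological list with the largest ratios in Dpp4-like cells. The largest ratios between Dpp4-like and Cxcl14-like cells, which that rule also covered, are not given because such genes define the clusters. Medians of gene lists were placed among 10000 random lists of the same size, drawn within 50 ranks of mean expression. Lists for neurological function (214 genes), ossification (83), cell adhesion (139), extracellular matrix (123), RNA processing (143) and stress (41) were compiled by hand before the data were examined, and lists for adipocytes (20) and interferon response (30) afterwards. Of these genes, 44 of the neurological list, 19 of the ossification list, 65 of the adhesion list and 44 of the extracellular matrix list are also in another list. Reactome sets came from fgsea 1.28.0, with gene identifiers matched to symbols through a RefSeq table. Scaling was also tried with TMM factors from edgeR 4.0.16, which ran no test. The number of genes that counting noise alone would put past a fold came from a binomial split of each gene's UMIs between the libraries. Genes of the H2 region were taken by position from GENCODE annotation.

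The ratios were tested on simulated data drawn from the summed counts of these libraries. All changed genes were given folds above the cutoff, and only counting error was simulated. The result checks the computation and does not measure smaller changes, variation between mice or the naming of cells. In the simulated Dpp4-like sums, 195 of 200 changed genes were recovered among 11947 genes, and 5 unchanged genes passed 3-fold. In the simulated Cxcl14-like sums, 98 of 100 were recovered among 11703 genes, and 11 unchanged genes passed. The alternatives changed the filters on cells, the doublets, the variable genes, principal components, resolution and neighbors, the naming, the scaling, the minimum of UMIs, the depth, the fold and the list. Bulk RNA-Seq of younger mice, FACS, imaging and behavior were not analysed here, nor was the GO enrichment of Figure 6D. Python 3.11.15, scipy 1.17.1 and R 4.3.3 were used.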

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

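The tests of *Xist*, of the adipocyte list without *Lpl* and *Scd1*, and of the minority of cells on genes not used for clustering were chosen only after these results were seen, and the lists for adipocytes and interferon response were compiled then too. Each signal below lies in genes or cells that the paper does not discuss, and *Slc7a11* is included because it moved in opposite directions in the subpopulations.

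*Xist* was found in 93.5% of cells in the library labelled *Bap1* WT and in 92.4% of those in the library labelled *Bap1* ΔMPC, while the methods state that only male mice were used for whole transcriptomic analysis. The paper's text does not say whether that covers the scRNA-Seq. The tables argue against cells from male mice: the lowest share of cells with an *Xist* UMI was 92.4%, and UMIs of 4 Y-linked genes were at most 0.0121% and 0.011% of those of their X-linked partners. Free *Xist* RNA over cells from male mice would leave the Y-linked UMIs in place, so the share of at most 0.0121% argues against it too. How much of the *Xist* RNA is free could not be measured, since no cell type lacking it is among these cells. Both libraries share the pattern, so a wrong label of 1 of them would not give it. The counts go with female mice in both libraries, which was not tested on other material.

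Among cells of the library labelled *Bap1* ΔMPC, 420 of 4376 (9.60%, interval 8.74% to 10.5%) lay in clusters made mostly of *Bap1* WT cells. The reverse was 106 of 4101 (2.58%), or 58 (1.41%) without the cycling cluster. Carry-over through shared barcodes is argued against: 1 of the 420 cells shared its barcode with a *Bap1* WT cell, against 4 of the other 3956 cells. A *Bap1* WT-like profile in these cells was first tested on all 368 genes that could be measured, with a median of 0.07 against 1.32 in the other cells, and then without the genes used for clustering, which favor that outcome. The genes were those that differed over 3-fold in Cxcl14-like cells, measured in Dpp4-like cells. Over 99 such genes not used for clustering, the signed median log2 ratio over *Bap1* WT was 0.18 in the 213 Dpp4-like cells of this minority and 1.24 in the other 1174. These cells may therefore have kept a *Bap1* WT-like profile, for which incomplete recombination is a candidate explanation that the counts cannot show. Cells were placed in these clusters for being close to *Bap1* WT cells, so genes correlated with those used for clustering favor the same outcome. Of the minority, 50.7% were Dpp4-like, against 29.7% of the other cells of the library, so ratios of Dpp4-like cells include a larger part of them.

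*Adipoq* had 17.8 times and *Plin1* 92.7 times the CPM in the library labelled *Bap1* ΔMPC over all cells (6 and 104 UMIs, and 2 and 180 UMIs; intervals 7.93 to 49.7 and 25.3 to 771). The adipocyte list as a whole was not higher, at 1085 and 1063 CPM, because *Lpl* made up 78.4% of its UMIs in that library. The tests on the whole list, a ratio of 3.50 between the highest and lowest cluster and 27.6% of its UMIs in the 5% of cells with the most, therefore measure *Lpl* and decide nothing. Without *Lpl* and *Scd1*, the list had 63.1 and 164 CPM. Free RNA from adipocytes as the whole source is argued against by a ratio of 12.9 between the highest and lowest cluster. The highest was the cycling cluster, with 664 CPM over 129 cells, and without it the ratio was 6.23. The 5% of cells with the most held 54.8% of these UMIs, which goes with some adipocytes or doublets with them. The cells with the most, 273 with ties, were spread over clusters, with 9 in the cycling cluster and 145 in an unnamed cluster of 1088 cells of this library that has *Car3*, *Fabp4* and *Pparg* among its leading genes. That cluster had 322 CPM and 45.3% of these UMIs. These genes were also used to form the clusters, which favors a difference between them. Differentiation of FAPs toward adipocytes, which the genotype may change, would look alike and stays open, untested.

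*H2-Q7* was 9.25-fold higher in the library labelled *Bap1* ΔMPC in Dpp4-like cells, with 23 and 256 UMIs, and 12.8-fold in Cxcl14-like cells. *H2-Q6*, whose close sequence lets reads be split between the genes, was also higher. An interferon response was to show as a median log2 ratio over 0.5 in both subpopulations. The medians of the list were 0.495 and 0.36, which do not pass that size, yet both were above all 10000 matched lists, so an interferon response is neither shown nor excluded. For a strain variant linked to the H2 region, 2 of 86 genes of the region (2.33%, interval 0.283% to 8.15%) differed over 3-fold in Dpp4-like cells, against 3.24% elsewhere, and 5 of 85 (5.88%) against 4.46% in Cxcl14-like cells. These few genes cannot exclude a variant that changes only some of them. A count over 3-fold also leaves out smaller changes. *H2-K1* was 1.83-fold higher in Dpp4-like and 2.16-fold higher in Cxcl14-like cells, and *H2-D1* 1.80-fold and 1.70-fold. *H2-Q10*, with few UMIs, was lower, at 0.776 and 0.424 times. Reads shared between paralogs were not tested, and the genotype stays open as well.

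*Slc7a11* was, in the reported setting, the 1 gene over 3-fold in opposite directions, with a log2 ratio of 1.65 in Dpp4-like cells (9 and 34 UMIs) and -3.12 in Cxcl14-like cells (26 and 2 UMIs). The difference between the subpopulations was not tested, and no technical or biological explanation was tested. It had fewer than 100 UMIs in each subpopulation, and the number of such genes was not stable. It was 0 with 100 or more UMIs and with thinned sums, 3 with doublets kept, 4 with Figure 6C genes kept, 4 at resolution 1.0, 5 with each library clustered on its own and 14 with a fold over 2.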

How the results depend on the processing

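The alternatives were set before the data were examined, except the joining of unnamed clusters to Cxcl14-like, the mean of log-normalized values and all those for genes higher in 1 of the 4 groups, which were chosen after seeing the data. No paired analysis was possible because each genotype has 1 library and no result comes from a test. The minimum of 1000 detected genes, the maximum of 5% mitochondrial UMIs and the keeping of non-FAP clusters moved nothing, since they removed no cell or cluster, and so say nothing about stability.

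Counts of genes over 3-fold in each subpopulation and in both stayed within 1.5 times the reported count except with 100 or more UMIs or a fold over 2. With 100 or more UMIs they were 185 in Dpp4-like cells, 216 in Cxcl14-like cells and 53 in both, by construction of a stricter filter, and genes higher in 1 of the 4 groups were 146. With a fold over 2 they were 969, 1250 and 441. The split between higher and lower in Cxcl14-like cells depended on the cells counted as such. It was 231 higher and 293 lower in the reported setting, 308 and 207 at resolution 1.0, 308 and 241 with each library clustered on its own, 358 and 186 with each cell named by its own markers, 347 and 245 with Figure 6C genes kept, 272 and 229 with doublets kept, and 290 and 160 with unnamed clusters joined. In Dpp4-like cells the split also moved with the clustering. From 210 higher and 177 lower it went to 209 and 123 with each library clustered on its own, and to 169 and 170 with Figure 6C genes kept. TMM factors gave 191 and 197 in Dpp4-like cells and 228 and 305 in Cxcl14-like cells. The cause was not tested.

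The correlation of log2 ratios between the subpopulations was positive under all 16 alternatives. It was 0.66 with doublets kept, 0.67 with 2000 variable genes, 0.64 with 20 principal components, 0.61 with each library clustered on its own, 0.70 with each cell named by its own markers, 0.66 with unnamed clusters joined, 0.66 with 100 or more UMIs and 0.58 with thinned sums. The cause was not tested, apart from thinning, which adds counting noise. With the Reactome sets the neurological medians were 0.34 and 0.32, and they otherwise reached at most 0.78 and 0.73. In each subpopulation the percentile among matched lists was 100 under the other 16 alternatives.

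Shares of subpopulations depended on the clustering and the naming. For Dpp4-like cells, in the library labelled *Bap1* WT the share was 25.9% with doublets kept, 26.5% at resolution 1.0 and 38.6% with each cell named by its own markers. In the library labelled *Bap1* ΔMPC it was 26.7% with Figure 6C genes kept, 28.6% with 2000 variable genes, 33.8% with 20 principal components, 34.6% at resolution 1.0, 41.6% with each library clustered on its own and 43.9% with each cell named by its own markers. Clustered on its own, that library lost cells of a tenocyte-like cluster, so its denominator was smaller. Cxcl14-like shares moved further. From 19.6% and 13.7% they went to 28.2% and 20.6% with doublets kept, 26.5% and 19.2% with 2000 variable genes, 26.0% and 15.1% with 20 principal components, 61.4% and 56.1% with each cell named by its own markers, and 74.3% and 65.4% with unnamed clusters joined. They were higher in the library labelled *Bap1* ΔMPC with Figure 6C genes kept (21.3% and 26.5%) and at resolution 1.0 (21.8% and 22.0%), so no direction is given for them. With each library clustered on its own they were 24.5% (1004 of 4101 cells) and 28.8% (1015 of 3527 cells). The smaller denominator raises the second share, so that setting cannot show which library had the higher share. Same-library neighbors were 89.9% with 2000 variable genes and 89.5% with 50 neighbors. The cause was not tested.

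Held-out markers kept their direction, 10 of 10, under all 14 alternatives. Medians of the hand-compiled extracellular matrix list stayed between -0.68 and -0.33 in the library labelled *Bap1* WT and between -0.63 and -0.35 in the library labelled *Bap1* ΔMPC. With the Reactome set Extracellular matrix organization they were -0.35 and -0.31, the second outside that range, and both below all matched lists. *Bap1* log2 ratios over all cells stayed between 0.27 and 0.32. The number of genes above 0.01 was 11763 with the mean of log-normalized values.

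Of 1582 comparisons of 113 single-gene values, 1114 stayed within the counting interval of the reported value, 450 moved beyond it, and in 18 a ratio whose interval excluded 0 changed sign. The changes of sign were in genes of Figure 6C and *Pdgfra*. The reported log2 ratios were 0.07 for *Sbsn*, -0.13 for *Efhd1* and 0.69 for *Hsd11b1* in Dpp4-like cells, and -0.73 for *Pi16*, -0.39 for *Anxa3*, -0.04 for *Col4a1* and 0.13 for *Pdgfra* in Cxcl14-like cells. In Dpp4-like cells, *Sbsn* was -0.00605 with 20 principal components and -0.0162 with each library clustered on its own, and with each cell named by its own markers *Efhd1* was 0.00365 and *Hsd11b1* -0.15. In Cxcl14-like cells, with doublets kept, *Anxa3* was 0.0209 and *Pdgfra* -0.0293. With Figure 6C genes kept, *Pi16* was 0.18, *Anxa3* 0.53 and *Pdgfra* -0.17. With 2000 variable genes, they were 0.12, 0.41 and -0.0660. With each cell named by its own markers, *Col4a1* was 0.24 and *Pdgfra* -0.0607, and with unnamed clusters joined 0.26 and -0.0849. *Pdgfra* was -0.15 with each library clustered on its own, and *Col4a1* 0.00147 without ribosomal protein and mitochondrial genes. The cause was not tested.

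Depth limits what a ratio can show: a gene with 20 UMIs in a subpopulation carries a wide interval, and Cxcl14-like cells of the library labelled *Bap1* ΔMPC had the fewest UMIs, 6556454 in 600 cells. With 1 library per genotype, no alternative measures the variation between mice.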

Differences from the paper's values

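In Dpp4-like cells, 387 genes differed over 3-fold between the libraries, against the paper's about 230 differentially expressed genes in Fig. 6D, read by eye. The paper also required a p-value, which with 1 library per genotype takes cells as replicates, and no test was run here. Among the alternatives set before the data were examined, the count fell within 1.5 times the paper's with Fig. 6C genes kept (339), 2000 variable genes (344), each library clustered on its own (332), 100 or more UMIs (185) and thinned sums (317). It did not with 1000 detected genes, 5% mitochondrial UMIs, doublets kept, non-FAP clusters kept, 20 principal components, resolution 1.0, each cell named by its own markers, the mean over cells, TMM factors, ribosomal and mitochondrial genes left out, or a fold over 2.

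In Cxcl14-like cells, 524 genes differed over 3-fold, against the paper's about 220 in Fig. 6D, read by eye. Only 100 or more UMIs, with 216 genes, brought the count within 1.5 times the paper's, and none of the other alternatives set before the data were examined did.

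The paper states that changes related to neurological functions arose in Dpp4+ FAPs and not in Cxcl14+ FAPs. Here the neurological list had a median absolute log2 ratio of 0.74 in Dpp4-like and 0.70 in Cxcl14-like cells, both at percentile 100 among matched lists, and 24 and 28 of its genes differed over 3-fold. This measures a hand-compiled list and not the enrichment of GO terms. Ratios of Dpp4-like cells also include a larger part of the minority in clusters made mostly of *Bap1* WT cells. For the Reactome set Axon guidance alone, the median absolute ratio went with the paper's statement, at percentile 100 in Dpp4-like and 82.1 in Cxcl14-like cells, but the genes over 3-fold did not, with 16 of 216 (7.41%) and 24 of 208 (11.5%). Its signed median did not either, at 0.23 (percentile 100) and 0.13 (percentile 99.72), toward the upper end in both. Neuronal System alone was at percentiles 90.1 and 99.95, with 12 of 111 (10.8%) and 12 of 105 (11.4%) over 3-fold. Of all eligible genes, 3.23% in Dpp4-like and 4.47% in Cxcl14-like cells were over 3-fold. Similar shares in the subpopulations therefore do not mean a similar enrichment, which is what the paper measured.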

Other observations

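The tests of *Bap1* counts and the correlation at a minimum of 50 CPM were chosen only after the results were seen.

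*Bap1* was not lower in the library labelled *Bap1* ΔMPC, with a log2 ratio of 0.30 over all cells (interval 0.17 to 0.43), 0.36 in Dpp4-like cells (interval 0.11 to 0.61) and 0.02 in Cxcl14-like cells (interval -0.32 to 0.35). A library counted at the end of transcripts may count those whose internal exons are deleted, and the counts hold no read positions. A swap of the labels cannot be excluded from the same value of 0.30, since neither library shows a loss as large as a deletion. These cannot be told apart from the counts per gene.

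The log2 ratios of the subpopulations were correlated across genes, with a Pearson r of 0.62. Free RNA shared by all cells of a library was not excluded. Among 9491 genes within 2-fold between the subpopulations in both libraries r was 0.68, and it was also 0.68 among the 2289 of them with at least 50 CPM in all 4 groups, but the choice of such genes limits how far their ratios can differ, so these values decide nothing. *Cxcl14* had 4.04 CPM in Dpp4-like and 742 CPM in Cxcl14-like cells of the library labelled *Bap1* WT, and 24.3 and 1802.5 CPM in those of the library labelled *Bap1* ΔMPC, which leaves room for little free RNA from Cxcl14-like cells. How much of r such an amount can make depends on the profile of the free RNA, which was not measured. A difference between the libraries other than the genotype cannot be told apart from the genotype at the same r of 0.62, because each genotype is 1 library. An effect of *Bap1* deletion common to both subpopulations stays open, untested.

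The neurological list kept its large ratios when low counts were left out. With 100 or more UMIs its median absolute log2 ratio was 0.67 over 117 genes in Dpp4-like and 0.67 over 104 genes in Cxcl14-like cells. The lowest percentile among matched lists was 100 over both subpopulations and both minimums, which argues against low counts as the cause. Its members went both ways, with 14 higher and 10 lower over 3-fold in Dpp4-like cells and 15 and 13 in Cxcl14-like cells.

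The extracellular matrix list was lower in Dpp4-like than in Cxcl14-like cells, with a median log2 ratio of -0.55 over 111 genes in the library labelled *Bap1* WT and -0.46 over 113 genes in the library labelled *Bap1* ΔMPC, below all matched lists. *Smn1*, whose messenger RNA the paper reports as similar between genotypes in another experiment, had 1216 and 1197 UMIs, or 23.9 and 24.2 CPM, over all cells. Its log2 ratio was 0.07 (interval -0.15 to 0.30) in Dpp4-like cells and -0.45 (interval -0.75 to -0.15) in Cxcl14-like cells, where it had 280 and 137 UMIs. The difference between the subpopulations was not tested. The RNA processing list, a function the paper reports as decreased in bulk RNA-Seq of younger mice, had a median absolute log2 ratio of 0.11 in Dpp4-like and 0.14 in Cxcl14-like cells, below all matched lists, with signed medians of 0.05 (percentile 5.17) and -0.02 (percentile 2.04), toward the lower end in both. None of its genes differed over 3-fold. The Reactome set mRNA Splicing also had low median absolute log2 ratios, 0.12 and 0.13 (percentile 0.02 in each). Its signed medians were 0.06 (percentile 6.83) in Dpp4-like and 0.03 (percentile 25.1) in Cxcl14-like cells. The lower end in Cxcl14-like cells thus held for the hand-compiled list and not for the Reactome set. The stress list had median absolute log2 ratios of 0.19 (percentile 55.7) and 0.35 (percentile 98.6), and its signed medians stood out in opposite directions, with -0.08 (percentile 0.03) in Dpp4-like and 0.25 (percentile 97.5) in Cxcl14-like cells. The difference between the subpopulations was not tested for these lists. The adipocyte list had medians of 0.35 over 10 genes (percentile 64.4) and 0.96 over 12 genes (percentile 99.9).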
